# Intrahepatic Transcriptional Signature Associated with Response to Interferon-α Treatment in the Woodchuck Model of Chronic Hepatitis B

**DOI:** 10.1371/journal.ppat.1005103

**Published:** 2015-09-09

**Authors:** Simon P. Fletcher, Daniel J. Chin, Lore Gruenbaum, Hans Bitter, Erik Rasmussen, Palanikumar Ravindran, David C. Swinney, Fabian Birzele, Roland Schmucki, Stefan H. Lorenz, Erhard Kopetzki, Jade Carter, Miriam Triyatni, Linta M. Thampi, Junming Yang, Dalal AlDeghaither, Marta G. Murredu, Paul Cote, Stephan Menne

## Abstract

Recombinant interferon-alpha (IFN-α) is an approved therapy for chronic hepatitis B (CHB), but the molecular basis of treatment response remains to be determined. The woodchuck model of chronic hepatitis B virus (HBV) infection displays many characteristics of human disease and has been extensively used to evaluate antiviral therapeutics. In this study, woodchucks with chronic woodchuck hepatitis virus (WHV) infection were treated with recombinant woodchuck IFN-α (wIFN-α) or placebo (n = 12/group) for 15 weeks. Treatment with wIFN-α strongly reduced viral markers in the serum and liver in a subset of animals, with viral rebound typically being observed following cessation of treatment. To define the intrahepatic cellular and molecular characteristics of the antiviral response to wIFN-α, we characterized the transcriptional profiles of liver biopsies taken from animals (n = 8–12/group) at various times during the study. Unexpectedly, this revealed that the antiviral response to treatment did not correlate with intrahepatic induction of the majority of IFN-stimulated genes (ISGs) by wIFN-α. Instead, treatment response was associated with the induction of an NK/T cell signature in the liver, as well as an intrahepatic IFN-γ transcriptional response and elevation of liver injury biomarkers. Collectively, these data suggest that NK/T cell cytolytic and non-cytolytic mechanisms mediate the antiviral response to wIFN-α treatment. In summary, by studying recombinant IFN-α in a fully immunocompetent animal model of CHB, we determined that the immunomodulatory effects, but not the direct antiviral activity, of this pleiotropic cytokine are most closely correlated with treatment response. This has important implications for the rational design of new therapeutics for the treatment of CHB.

## Author Summary

Approximately 250 million people are chronically infected with HBV, and over 500,000 people die every year because of associated liver diseases. IFN-α has been used to treat patients with chronic HBV infection for over 20 years, but it is not well understood why some patients respond to treatment and others do not. In large part, this is because it is not practicable to obtain liver samples to characterize the intrahepatic response to IFN-α in patients with different treatment outcomes. In this study we used the woodchuck model of chronic HBV infection to study how IFN-α changes gene expression patterns in the liver during treatment. Surprisingly, we found that the treatment response did not correlate with the expression of antiviral effector genes that have previously been shown to mediate the direct antiviral effects of IFN-α in vitro. Instead, we found that the response to IFN-α treatment was associated with the presence of select immune cells (natural killer cells and T cells) in the liver. Our work also indicates that these immune cells inhibit the virus by killing infected cells, as well as in ways that do not require killing of liver cells. Altogether, our study suggests that new therapies that stimulate these immune cells in the liver may hold promise for the treatment of chronic HBV infection.

## Introduction

Approximately 250 million individuals live with chronic hepatitis B (CHB), and over half a million people are estimated to die each year due to CHB-associated liver diseases, such as cirrhosis and hepatocellular carcinoma (HCC) [1]. End-points of therapies for CHB are virological response (durable reduction in serum HBV DNA levels to a degree which varies by therapy), serological response (HBV e antigen (HBeAg) loss and seroconversion to anti-HBe in HBeAg-positive patients) and biochemical response (normalization of ALT levels). However, sustained loss of HBV surface antigen (HBsAg) off therapy is currently considered the ideal end-point. Recombinant interferon-α (IFN-α) is licensed for the treatment of CHB, but in contrast to potent nucleos(t)ides, virologic response is limited to a subset of patients [2]. Conversely, the rate of durable HBsAg loss is higher with IFN-α than with nucleos(t)ides, although still only occurs in <10% patients [2]. Despite more than two decades of clinical use, the mechanisms by which IFN-α controls HBV in responders are not well understood [3]. Defining the molecular basis for response remains an important goal, since mechanistic understanding of IFN-α activity could drive rational design of novel immunotherapeutic strategies and may lead to the identification of novel biomarkers of treatment response and/or patient stratification.

IFN-α is a pleiotropic cytokine that has both direct antiviral and immunomodulatory properties [4,5]. With regard to the former, IFN-α induces the expression of hundreds of interferon-stimulated genes (ISGs), many of which have antiviral effector functions [4]. Although the identification of key restriction factors has been challenging, various studies have indicated that IFN-α induces antiviral effectors of HBV. Most notably, the direct antiviral response to IFN-α has been demonstrated to inhibit the formation or accelerate the decay of replication-competent HBV capsids [6–9], inhibit virion secretion [10], reduce transcription from the viral genome (cccDNA; covalently closed circular DNA) [11,12], and to induce non-cytolytic degradation of cccDNA [13]. The direct antiviral activity of IFN-α is consistent with the reduction in viral antigen levels by high dose pegylated IFN-α in HBV-infected humanized mice that lack immune cells [14]. The immunomodulatory properties of IFN-α include activation of NK cells and B cells, as well as both direct and indirect activation of CD8^+^ T cell function [5,15]. Despite this potential to activate both innate and adaptive immunity, recent studies have revealed that IFN-α treatment boosts the number and function of NK cells in the periphery, but does not improve peripheral HBV-specific CD8^+^ T cells responses [16–19].

Antiviral and mechanistic studies of IFN-α treatment of HBV infection have been performed in vitro, in transgenic and immunodeficient mouse models, and in peripheral blood from CHB patients, but there is very little data regarding the intrahepatic response to IFN-α treatment in an immunocompetent host. A baseline (i.e. pre-treatment) intrahepatic transcriptional signature of response to treatment with pegylated IFN-α and adefovir (response defined as HBeAg loss, HBV DNA <2,000 IU/mL and ALT normalization) has recently been described [20]. However, due to the difficulty in obtaining multiple liver biopsy specimens from chronically infected HBV patients, longitudinal evaluation of the intrahepatic response to IFN-α treatment is only possible with an animal model. Since ethical and cost considerations limit the use of chimpanzees for biomedical research and there is no small animal model of natural HBV infection, we selected the woodchuck model for this purpose.

The Eastern woodchuck (*Marmota monax*) is naturally infected with WHV, a hepadnavirus which is genetically closely related to human HBV [21]. WHV infection displays a disease course similar to that in HBV-infected persons [21]. Although the woodchuck model has been used in a number of studies to characterize antiviral response to IFN-α treatment [22,23] these studies relied on adenovirus delivery of woodchuck IFN-α or utilized a recombinant human hybrid (B/D) IFN-α. Furthermore, these studies did not define the molecular basis of antiviral response. We recently described the sequencing, assembly and annotation of the woodchuck transcriptome, together with the generation of custom woodchuck microarrays. Using this new platform, we established the translational value of the woodchuck model and characterized the immune determinants of WHV clearance during self-limiting infection [24,25]. Since these studies yielded important insights into immune responses in the liver during hepadnavirus infection, in the current study we used a similar approach to characterize the intrahepatic transcriptional signature associated with antiviral response to recombinant woodchuck IFN-α treatment.

## Results

### Single dose IFN-α study in WHV-negative woodchucks

The amino acid sequence and in vitro antiviral activity of woodchuck IFN-α5 (wIFN-α) have previously been described [26,27]. wIFN-α was expressed, purified and biological activity confirmed as described in the Methods. The tolerability and pharmacodynamic activity of wIFN-α were then evaluated in a single dose study in WHV-negative woodchucks. Subcutaneous administration of a single dose of 2, 20 or 200 μg wIFN-α per animal (n = 3/group), induced dose-dependent increases in ISG and cytokine mRNA expression in the blood relative to the placebo group (S1 Fig). Pharmacokinetic (PK) analysis of serum wIFN-α levels was not performed due to the lack of a sufficiently sensitive quantitative method (see Methods). There was a trend towards changes in several hematological and clinical chemistry parameters at the higher doses, although these were likely due to the drawing of large blood volumes over a short time period.

### IFN-α efficacy study in chronic WHV carrier woodchucks

The antiviral efficacy of wIFN-α was then evaluated in a repeat-dose study in adult woodchucks chronically infected with WHV. To model vertical transmission in humans, chronic infection in these animals was established by neonatal WHV infection. The study design is described in Fig 1. To match the frequency of non-pegylated IFN-α dosing in CHB patients, animals (n = 12/group) were dosed subcutaneously three times per week (TIW) on Monday, Wednesday and Friday with either placebo (vehicle control) or wIFN-α for a total of 15 weeks. Based on activity and safety considerations from the single dose study in WHV-negative woodchucks, the 20 μg dose was selected as the starting dose for the efficacy study. Initially wIFN-α was given for 7 weeks at a low dose of 20 μg/animal TIW. However, since an interim analysis indicated that this dose did not induce a significant decline in serum WHsAg or WHV DNA (Figs 2 and 3A), at the start of week 7 the wIFN-α dose was increased to 100 μg/animal TIW. Thus, in the wIFN-α treatment group, animals received a low dose of wIFN-α for 7 weeks (21 doses total), followed by a high dose of 100 μg/animal for another 8 weeks (24 doses total). Note that one animal in this group (M1004) was excluded from the analyses described below since it was likely naturally clearing WHV as the study initiated (Table 1).

**Fig 1:**
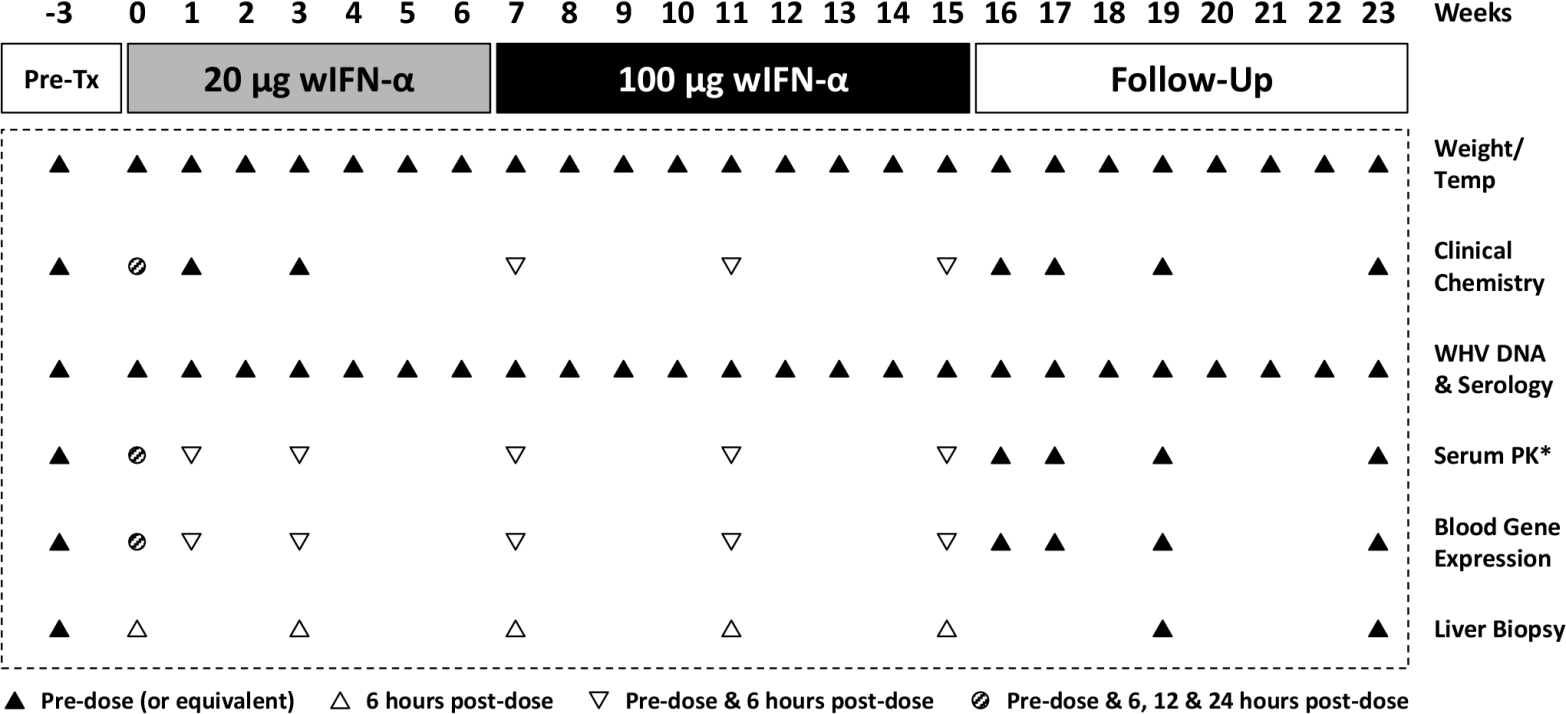
Design of the wIFN-α treatment study in woodchucks chronically infected with WHV. Chronic WHV carrier woodchucks were dosed three times a week (TIW) for 15 weeks with placebo, or for 7 weeks with 20 μg wIFN-α followed by another 8 weeks with 100 μg wIFN-α (15 weeks total). Animals were typically followed for additional 8 weeks after the treatment period (follow-up), although this was extended by two weeks for two wIFN-treated woodchucks (animals M1002 and M1004) that had no evidence of viral recrudescence at the end-of-study (week 23). *PK analysis of serum wIFN-α levels was not performed due to the lack of a sufficiently sensitive quantitative method (see Methods).

**Fig 2:**
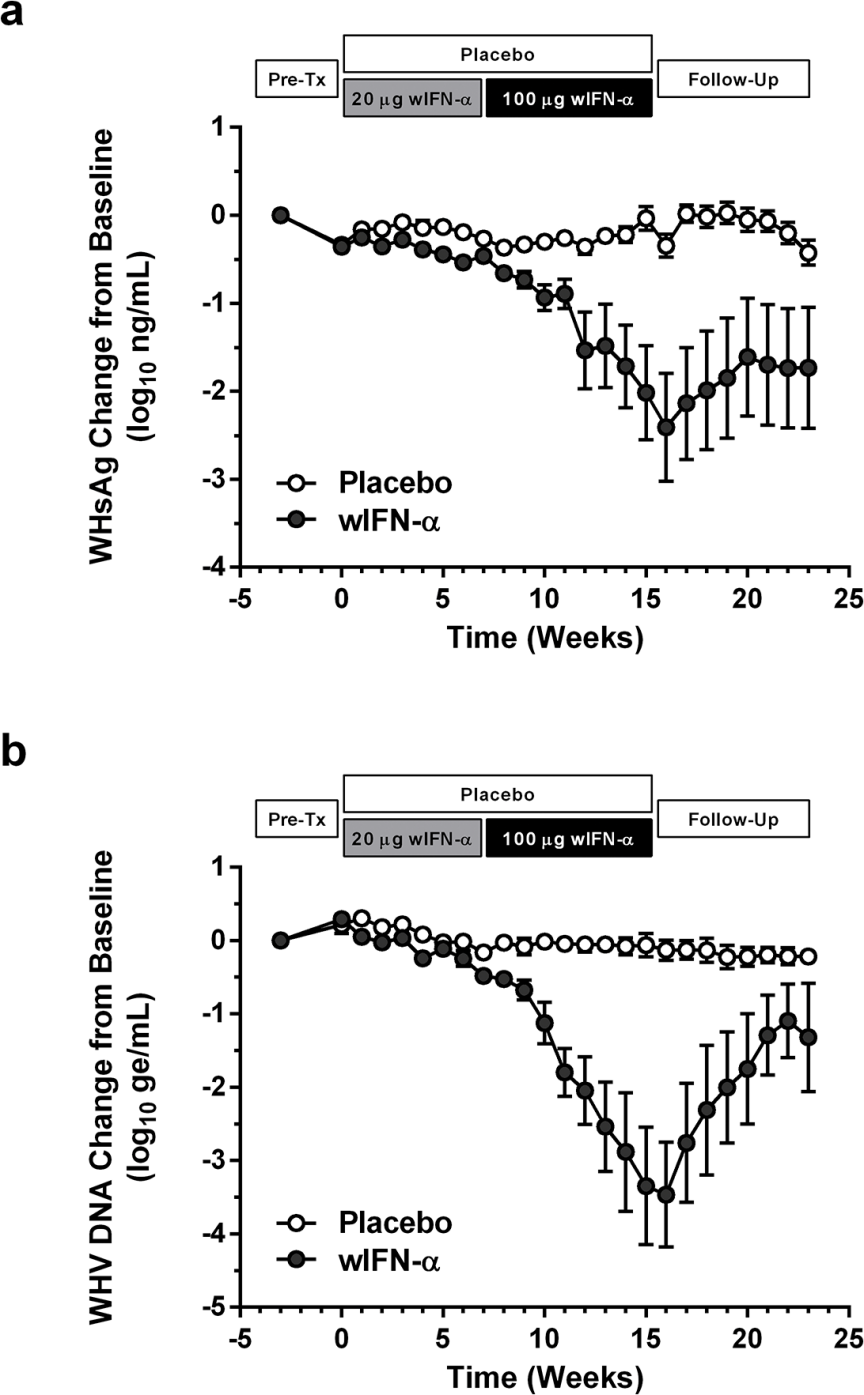
wIFN-α treatment of chronic WHV carriers induces suppression of serum antigenemia and viremia. Change in serum (a) WHsAg and (b) WHV DNA relative to week -3 (pre-treatment baseline). Circles indicate the mean of each group (open: placebo, closed: wIFN-α), and the error bars represent the standard error of the mean. The WHsAg level for two wIFN-treated animals was ≤ lower limit of detection (LLOD; 20 ng/mL) at various times during the study (S2 Fig); the LLOD was used to estimate the WHsAg decline at these timepoints. Note that seven animals (three in the placebo group, four in the wIFN-α group) died during the study, and one animal in the wIFN-α group (M1004) was excluded from the analysis since it was likely naturally clearing WHV as the study initiated (see Table 1).

**Fig 3:**
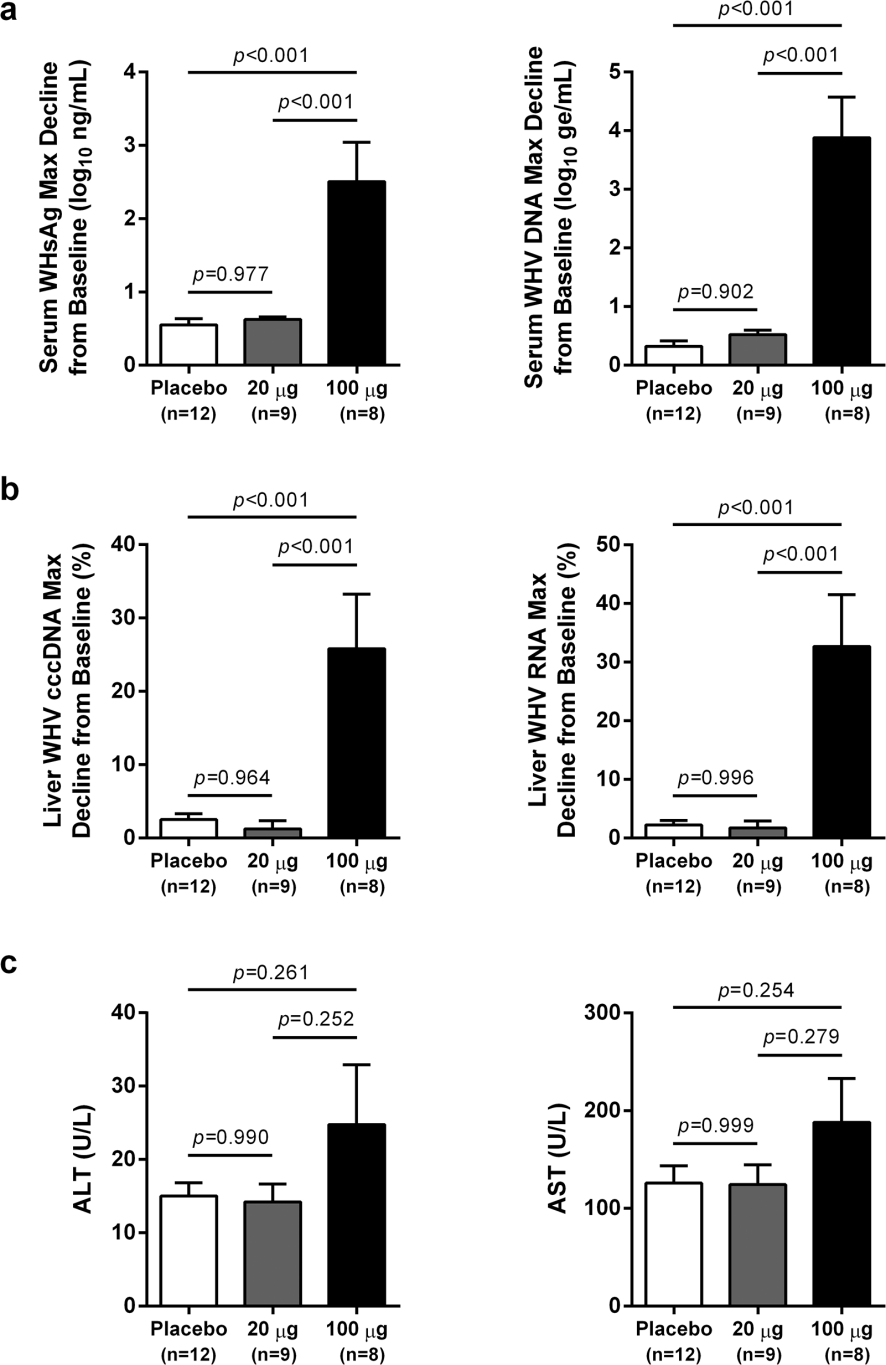
High dose wIFN-α significantly inhibits WHV. Maximum reductions in (a) serum and (b) intrahepatic viral parameters, and (c) maximum serum ALT and AST levels in response to placebo, low dose (20 μg) wIFN-α and high dose (100 μg) wIFN-α treatment. Changes in viral parameters were calculated relative to week -3 (pre-treatment baseline), with the exception of F1018 (wIFN-α group), for which week 0 was used as the baseline for the intrahepatic cccDNA and RNA analyses. The bar height indicates the mean of each group, and the errors bars represent the standard error of the mean. The lowest WHsAg level for two wIFN-treated animals (M1002 and F1022) was ≤ LLOD (20 ng/mL), and so the LLOD was used to estimate the maximum WHsAg decline. Per the sampling scheme outlined in Fig 1, the following data was included in the analyses: maximum reduction in serum WHV DNA and WHsAg at weeks 0–16 (placebo), 0–7 (20 μg dose) and weeks 8–16 (100 μg dose); maximum reduction in intrahepatic cccDNA and RNA at weeks 0–15 (placebo), weeks 0 and 3 (20 μg dose) and weeks 7, 11 and 15 (100 μg dose); maximum serum ALT and AST levels at weeks 0–16 (placebo), 0–7 (20 μg dose) and weeks 11–16 (100 μg dose). Animals in the wIFN-α group were only included if data from all relevant time-points was available, with the exception of F1020, for which no week 16 sample was available for serum WHV DNA, WHsAg, ALT and AST analysis. Statistical significance was calculated by one-way ANOVA with Tukey's multiple comparison correction.

**Table 1:** Serum and liver WHV measurements in the wIFN-α and placebo groups.

Treatment group	Woodchuck ID#	Response group^a^	Baseline serum WHV DNA (log_10_ ge/mL)^b^	Baseline serum WHsAg (log_10_ ng/mL)^b^	Max decline in serum WHV DNA (log_10_ ge/mL)^c^	Max decline in serum WHsAg (log_10_ ng/mL)^c^	Max decline in liver cccDNA (%)^c^	Max decline in liver WHV DNA (%)^c^	Max decline in liver WHV RNA (%)^c^
wIFN-α	M1002	R	9.97	5.55	4.87	4.25^d^	55	62	60
	M1003	PR	10.58	5.55	4.26	1.54	22	33	31
	M1004	N/A^e^	9.40	4.82	5.70	3.52^d^	68	85	81
	M1006	N/A^†^	10.91	5.62	-0.16	0.44	1	-3	0
	M1007	N/A^†^	10.62	5.92	0.98	0.76	5	9	6
	M1012	NR	10.60	5.66	1.21	0.66	4	15	10
	F1013	R	10.66	5.85	3.82	3.55	21	25	20
	F1014	NR	10.60	5.87	0.84	0.70	4	9	6
	F1018	PR	10.98	5.84	4.22	1.85	22	32	29
	F1020	N/A^†^	11.20	5.89	6.44	3.14	55	80	71
	F1022	R	10.96	5.67	6.13	4.37^d^	47	72	56
	F1023	N/A^†^	11.41	5.71	0.16	0.28	0	3	0
Placebo	M1001	N/A	10.90	5.19	0.06	0.14	3	2	-3
	M1005	N/A	10.38	5.43	0.04	0.53	4	4	3
	M1008	N/A	10.62	5.49	0.82	0.80	6	10	5
	M1009	N/A	10.86	5.68	0.34	0.44	4	3	3
	M1010	N/A^†^	11.57	5.75	0.65	0.37	3	4	4
	M1011	N/A	11.26	5.92	0.35	0.76	5	3	6
	F1015	N/A	10.59	5.63	0.06	0.80	2	2	1
	F1016	N/A	10.15	5.41	0.34	0.87	4	5	1
	F1017	N/A^†^	10.37	5.51	0.45	0.93	1	2	3
	F1019	N/A	11.39	5.94	1.07	0.91	8	12	7
	F1021	N/A	10.81	4.82	0.71	0.04	6	8	2
	F1024	N/A^†^	10.63	5.60	-0.15	0.47	1	-2	-2

N/A: not applicable.

^a^Treatment response groups were defined as follows: R, responder ≥1 log_10_ reduction in WHsAg at week 15 (end-of-treatment) and week 23 (end-of study); PR, partial responder ≥1 log_10_ reduction in WHsAg at week 15 but not week 23; NR, non-responder <1 log_10_ reduction in WHsAg at week 15 and week 23.

^b^Serum WHV DNA and WHsAg levels at week -3 (pre-treatment baseline).

^c^The serum and intrahepatic viral endpoint differentials at weeks 0–23/25 (end-of-study) were calculated relative to the week -3 (pre-treatment) timepoint.

^d^WHsAg levels for animals M1002, M1004 and F1022 were ≤ lower limit of detection (LLOD; 20 ng/mL) at one or more timepoints; the LLOD was used to calculate the maximum WHsAg decline for these animals.

^e^M1004 had substantially lower week-3 baseline WHsAg and WHV DNA relative to the other study animals; WHsAg levels in this animal dropped by 1.5 log_10_ between week -3 and the start of treatment (week 0), and then fell to ≤ LLOD after only 2 weeks of low dose wIFN-α. This animal subsequently developed very high titer anti-WHs (S1 Table).

†Animal died during the study: M1006 (wIFN-α group); euthanized week 3 due to deteriorating health conditions which were likely related to underlying metabolism abnormalities, M1007 (wIFN-α group); died week 11, likely due to biopsy-related hemorrhage, F1020 (wIFN-α group); died week 16, cause of death unknown, F1023 (wIFN-α group); died week 2, likely related to severe pneumonia, M1010 (placebo group); euthanized week 17 due to symptoms associated with terminal HCC, F1017: (placebo group); euthanized week 17 due to symptoms associated with terminal HCC, F1024 (placebo group); died week 11, likely due to biopsy-related hemorrhage.

### IFN-α treatment of chronic WHV carriers induced variable suppression of serum antigenemia and viremia

In contrast to low dose (20 μg) wIFN-α, high dose (100 μg) wIFN-α treatment induced a rapid decline in serum WHsAg and WHV DNA (Figs 2 and S2), which was statistically significant relative to the placebo group (Fig 3A). The maximum reduction of serum WHsAg and WHV DNA was at week 16 in most animals, with a mean maximal reduction of 2.0 log_10_ for WHsAg and 3.0 log_10_ for viral load. Notably, wIFN-α treatment induced the complete loss of detectable (<20 ng/mL) WHsAg in one animal (F1022), although WHV DNA was still detectable (>1,000 genome equivalents (ge)/mL) at all time-points (S2 Fig). After completion of treatment there was WHsAg and WHV DNA rebound in most woodchucks, albeit not always to pre-treatment levels (Figs 2 and S2). There was a high degree of variability in the antiviral response of individual woodchucks in regard to the kinetics and magnitude of serum WHsAg and WHV DNA decline, as well to the time interval between cessation of treatment and return of these viral parameters to pre-treatment levels (S2 Fig). For correlative analyses with treatment response (see below), response groups were defined as the following: R, responder ≥1 log_10_ reduction in WHsAg at week 15 (end-of-treatment) and week 23 (end-of study) (n = 3 animals); PR, partial responder ≥1 log_10_ reduction in WHsAg at week 15 but not week 23 (n = 2 animals); NR, non-responder <1 log_10_ reduction in WHsAg at week 15 and week 23 (n = 2 animals) (Table 1). Notably, baseline (pre-treatment) levels of serum WHsAg and WHV DNA were comparable in these different treatment response groups (Table 1). The four animals in the wIFN-treatment group that did not survive until end-of study (see below), together with animal M1004 which was likely naturally clearing infection, were excluded from treatment response analyses (Table 1).

### IFN-α treatment significantly reduced the hepatic levels of WHV nucleic acids, but induced anti-WHs antibodies in only two animals

High dose wIFN-α treatment significantly reduced intrahepatic cccDNA, WHV DNA replicative intermediate (RI) and WHV RNA levels (Figs 3B and S3). Reductions in these intrahepatic parameters typically correlated with reductions in serum WHsAg and viral load (Table 1). Only two woodchucks (M1004 and F1022) with sustained WHsAg reduction developed consistently detectable anti-WHs antibodies (S1 Table), one of which (M1004) was likely naturally clearing WHV as the study initiated (Table 1). The overall seroconversion rate was therefore 0/9 (placebo group) and 1/7 (wIFN-α group) for animals that survived until end-of-study (excluding M1004).

### Tolerability of IFN-α treatment in chronic carrier woodchucks

wIFN-α treatment was well-tolerated, and there were no signs of overt toxicity based on gross observations, body weights, hematology or clinical chemistry. Although several animals died during treatment, the causes of death (e.g. HCC-related conditions, biopsy complications) were likely not treatment related (Table 1). There was a trend towards elevated serum ALT and AST levels during high dose treatment, but on a group level these overall differences were not statistically significant (Fig 3C). This is reflected in a poor temporal association between peak antiviral response and elevation of ALT, AST and SDH in some animals (Fig 4). Similarly, even though there was considerable fluctuation in liver histology scores in both placebo and wIFN-α groups (S1 Table), antiviral response was correlated temporally with an increase in liver inflammation in some (although not all) wIFN-treated animals (S4 Fig). Conversely, baseline liver enzyme levels and pre-treatment histology scores were comparable in the different treatment response groups (Figs 4 and S4).

**Fig 4:**
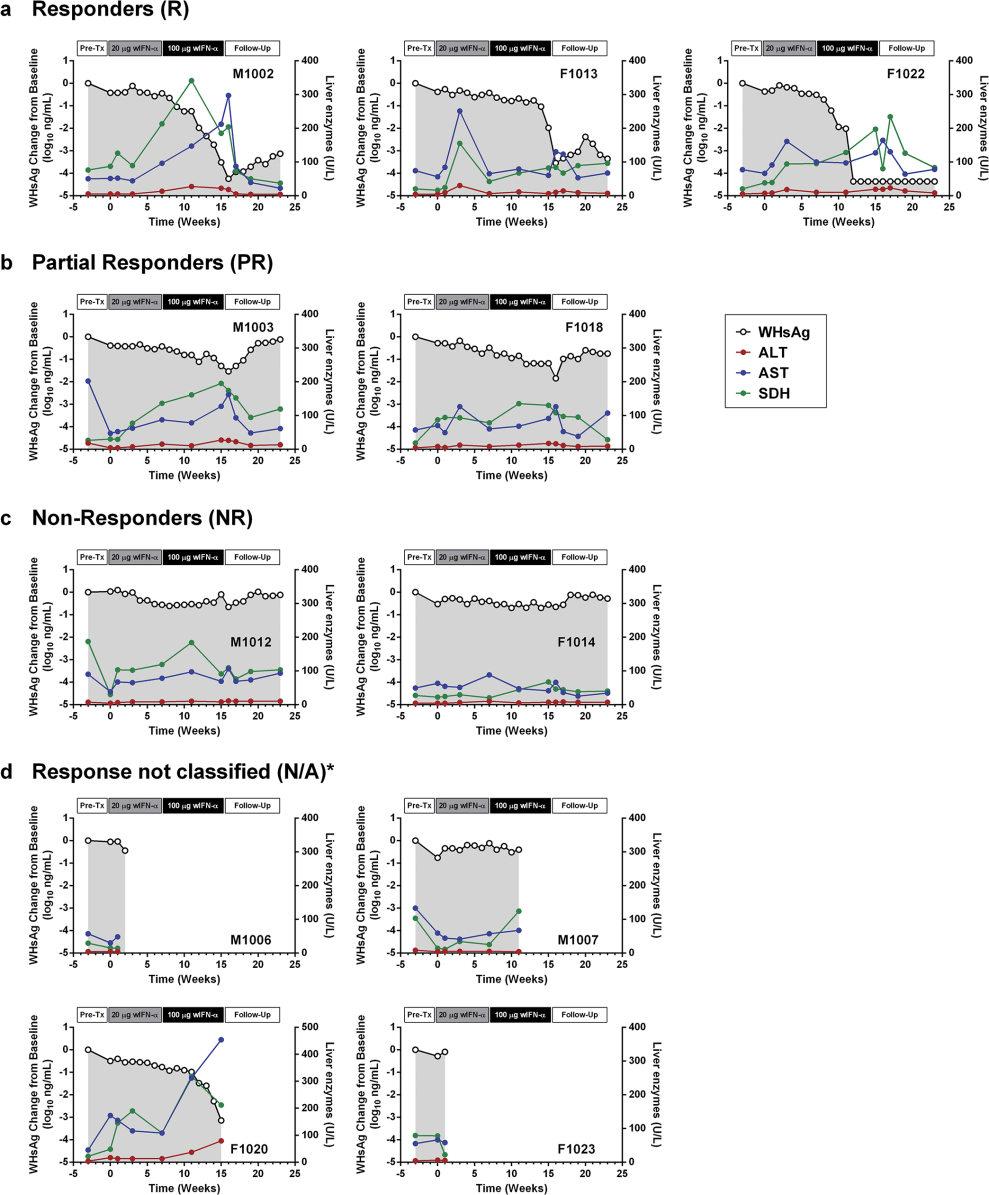
Serum WHsAg and liver enzymes for individual wIFN-treated animals. Serum WHsAg (black open circles) is plotted on the left y-axis. Serum ALT (red circles), AST (blue circles) and SDH (green circles) are all plotted on the right y-axis. The treatment response group classifications (a-d) are described in Table 1. *Animals died prior to end-of-study. Note all data was from pre-dose (or equivalent).

### IFN-α treatment induced expression of ISGs and T_H_1-type cytokines in the blood of chronic WHV carriers

wIFN-α treatment induced dose-dependent increases in blood ISG mRNA expression. There was significant induction at both low and high dose levels, with a larger increase observed for the higher dose (Fig 5A). In contrast, only high dose treatment significantly induced the expression of various T helper cell type 1 (T_H_1)-type cytokines (Fig 5B). Given that only high dose treatment was associated with a significant antiviral response, this suggests cellular immunity (and associated cytokines) may play a role in and/or be a useful biomarker of treatment response. Although comparative analysis is limited by small animal numbers in each response group, a role for cellular immunity in antiviral response is also suggested by the significant difference in IFN-γ expression in animals with an on-treatment response (R and PR) relative to those with no treatment response (NR) (S5 Fig).

**Fig 5:**
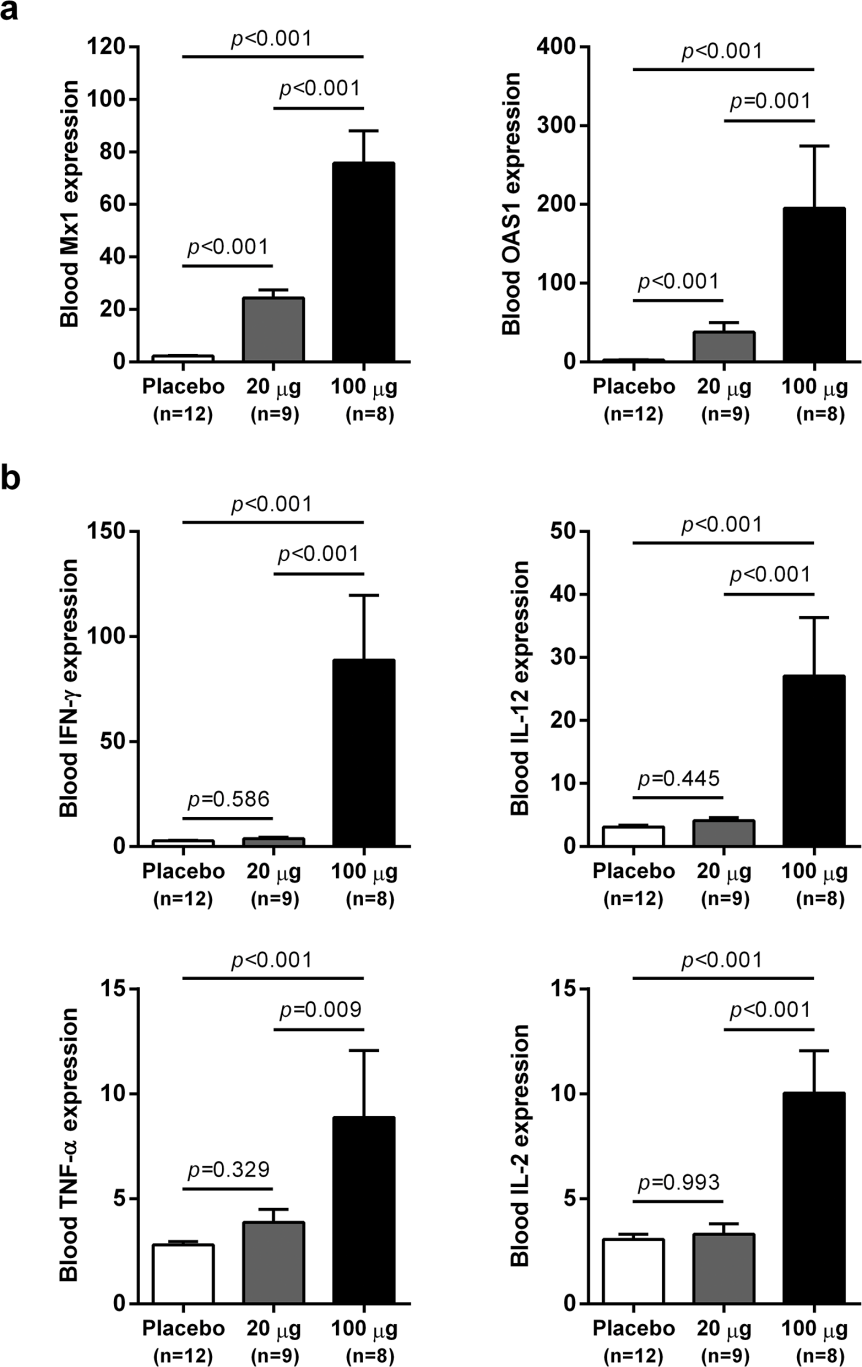
Differential induction of whole blood gene expression by low dose and high dose wIFN-α. qRT-PCR data for (a) ISGs and (b) T_H_1-type cytokine genes expressed as fold-change relative to week 0 pre-dose (pre-treatment baseline). The bar height indicates the mean maximal fold-change for each group, and the errors bars represent the standard error of the mean. Placebo: maximal induction at 6 hours post-dose at weeks 0, 1, 3, 7, 11 and 15. 20 μg: maximal induction at 6 hours post-dose at weeks 0, 1 and 3. 100 μg: maximal induction at 6 hours post-dose at weeks 7, 11 and 15. Animals from the wIFN-α treatment group were only included if data from all relevant time-points was available. Statistical significance was calculated with log-transformed values by one-way ANOVA with Tukey's multiple comparison correction.

### IFN-α treatment substantially altered intrahepatic gene expression in chronic WHV carrier woodchucks

As outlined in Fig 1, intrahepatic transcriptional profiles of placebo-treated and wIFN-treated animals were determined by RNA-Seq at various times during the study. 

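Poly(A) RNA of the liver biopsies was sequenced as paired-end libraries, and the authors mapped the read pairs to their woodchuck transcriptome assembly and counted the reads on each gene. The deposited values are read counts per gene without normalization. The files give genes by human-style symbols with no coordinates, and 17588 entries, the virus among them, occur in at least 1 of the 203 sequencing runs. These runs come from 164 biopsies, and the runs of the 38 biopsies sequenced more than once were summed, so that each animal gave 1 value per week. Biopsies of 8 weeks were compared. At weeks -3, 0, 3, 7, 11, 15, 19 and 23 there were 12, 12, 12, 12, 10, 9, 5 and 9 placebo animals, and 11, 11, 9, 9, 8, 8, 6 and 6 wIFN-α animals. The wIFN-α animals received 20 μg (low dose) at weeks 0 and 3 and 100 μg (high dose) at weeks 7, 11 and 15. The sample labels count the first week of treatment as 1 where the paper counts it as 0, and the paper's weeks are used here. The 7 biopsies of wIFN-α animal M1004, which the paper sets aside as probably clearing WHV naturally when the study began, and 8 biopsies of other weeks were left out. Between 12266787 and 85868999 reads per biopsy were counted on genes and the virus, with a median of 29171853. Group medians ran from 22329672 reads in the placebo animals to 35107056 in the wIFN-α animals, both at week 19. Genes with enough counts for edgeR's filter were normalized by TMM, and wIFN-α animals were compared with the placebo animals of the same week by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a fold change above 1.5, the thresholds that the paper gives for its modular analysis, and levels are TMM-normalized CPM.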

RNA-Seq was performed rather than using the microarray platform from previous studies [24,25] because this method has superior concordance with qRT-PCR data [28] and also enabled generation of a more complete (version 2) woodchuck transcriptome assembly (S2 Table). 

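Principal components were computed on log2(CPM + 1) values of 16233 genes in 149 biopsies, centred by gene, and the groups were described without a test. The first component held 28.9% of the variance and separated the 45 biopsies taken on wIFN-α from the 104 others by 22.2 units, or 0.561 times the SD of the others. Its lowest values belonged to the week -3 biopsies of wIFN-α animal F1018 and placebo animal F1016. In these 2 biopsies 15.06% and 15.14% of the reads lay on 20 skeletal muscle genes, against a median of 0.0413% in the other 147. The highest value among those 147 was 12.25%, in placebo animal F1021 at week 3. The second component held 20.2% of the variance and separated the biopsies on wIFN-α from the others by 64.7 units, or 5.22 times the SD of the others. Leaving out the 2 biopsies, an alternative chosen after seeing the data, moved this result most. The difference on wIFN-α then lay mainly on the first component, which held 24.5% of the variance, and was 3.04 times the SD.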

Principal Component Analysis (PCA) demonstrated that wIFN-α treatment substantially altered gene expression within the liver of chronic carrier animals (S6 Fig). In contrast to the significant difference in antiviral response, there were only relatively modest differences (restricted to PC#2) between intrahepatic transcriptional changes induced by low dose (20 μg) and high dose (100 μg) wIFN-α treatment. 

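On the second component, the 25 biopsies of the high dose weeks and the 20 of the low dose weeks differed by 3.38 units, 0.197 times the SD of the low dose biopsies. Without the week 3 biopsy of F1013, an alternative chosen after seeing the data, they differed by -0.29 units, and the SD of the low dose biopsies fell from 17.2 to 7.54. On the third component, which held 9.11% of the variance, they differed by 26.5 units, 1.69 times that SD. The placebo animals moved the same way on the third component, by 31.9 units or 2.28 times the SD between their 24 biopsies of weeks 0 and 3 and their 31 biopsies of weeks 7 to 15. On the second component the placebo animals moved by -12.0 units over the same weeks. High dose treatment followed low dose treatment in the same animals, so that dose and time on treatment changed together.

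**Figure D1:**
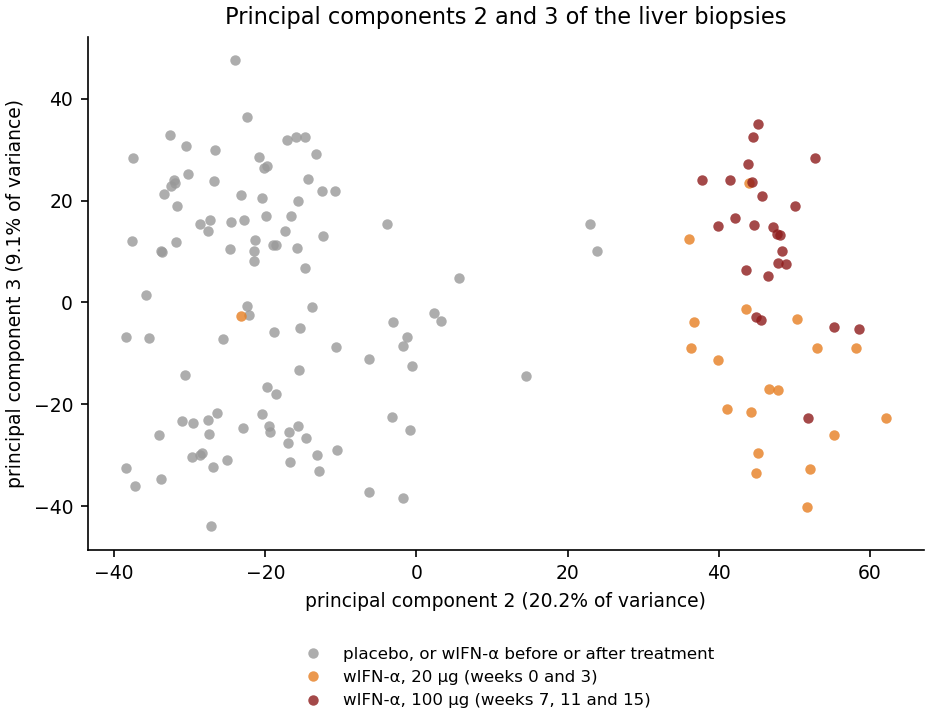
The second principal component against the third of 149 liver biopsies, each point 1 biopsy, with colors for biopsies off treatment, on low dose and on high dose wIFN-α. The biopsies on wIFN-α lie apart on the second component, by 64.7 units, and the high dose biopsies lie 26.5 units from the low dose biopsies on the third component.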

A gene module approach [29] confirmed that there was substantial modulation of intrahepatic gene expression by wIFN-α overall, with only moderate differences between low and high dose treatment (Fig 6). 

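At week -3, no gene was called among 14957 tested (136 genes had an unadjusted p under 0.05). During treatment, 2720, 1621, 3196, 3073 and 3378 genes were called at weeks 0, 3, 7, 11 and 15, of which 1521, 1088, 1698, 1879 and 1958 were higher in wIFN-α animals. No gene was called at week 19 or 23 (1838 and 2377 genes had an unadjusted p under 0.05). The alternative that moved the counts during treatment most was a fold change above 2, with 1269, 790, 1466, 1534 and 1691 genes called. DESeq2 called 89 genes at week 19 and 54 at week 23, and a fit of all weeks together called 9 at week -3 and 243 at week 23. The dose was compared directly as the effect at week 15 minus the mean effect at weeks 0 and 3, tested in 1 model. Of 15665 genes, 417 had a different effect at an adjusted p under 0.05, larger at week 15 for 334 and smaller for 83. The choice that moved this count most was the animal as a replicate block, under which 2062 genes passed, 412 of them among the 417. With week 3 alone as the low dose, 146 genes passed. Leaving out, 1 at a time, the wIFN-α animals with a week 15 biopsy gave between 247 genes (without F1020) and 636 genes (without M1012), and 262 without M1002. M1006, M1007 and F1023, which had only low dose biopsies in this fit, were not left out.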

The modular signature for wIFN-α treatment revealed an increase (>10% of the transcripts in each module significantly up-regulated) in the number of differentially expressed genes in the IFN response (Module, M3.1), cytotoxic cell (NK cell/CD8^+^ T cell) (M2.1), plasma cell (M1.1), B cell (M1.3), myeloid cell lineage (M1.5 and M2.6) and inflammation (M3.2) modules (Fig 6). 

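The paper's text does not list the genes of the modules, so lists of marker genes written before the counts were seen were used in their place. The score of a list is the mean of log2(CPM + 1) over its genes, and scores were compared by two-sided permutation tests, exact where a group had fewer than 10 animals, with p adjusted over 80 comparisons of 10 lists and 8 weeks. At week 15, 5 of the 10 tested B and plasma cell genes were called higher in wIFN-α animals (also 5 adjusted over the list alone). Their score was 2.46 ± 0.455 (SD, n = 8) against 1.95 ± 0.286 (n = 9) in placebo animals, a difference of 0.52 (exact permutation p = 0.00736, adjusted p = 0.0295). This call was lost without M1002, F1014 or F1020, with the lowest difference without F1020 (0.38, adjusted p = 0.0656, range over the alternatives 0.0040 to 0.0656). Of 10 myeloid genes, 2 were called higher and 1 lower at week 15 (2 and 1 adjusted over the list alone). The myeloid score differed by 0.24 (exact permutation p = 0.189), and that of the neutrophil list, with 1 of 8 genes called higher (1 adjusted over the list alone), by 0.41 (exact permutation p = 0.108). At weeks 0 and 3 the B and plasma cell, myeloid and neutrophil scores differed by between -0.21 and 0.07, with adjusted p of 0.651 or more. At week 23, after treatment, 7 of 8 neutrophil and 5 of 10 B and plasma cell genes were lower when adjusted over the list alone. None of these was called over all genes. The 2 scores differed by -1.11 and -0.45 (exact permutation p = 0.0148 and 0.0226, adjusted p = 0.0563 and 0.0785). The hepatocyte score differed by 0.13 at week 15 (exact permutation p = 0.310) and the erythrocyte score by -0.06 (exact permutation p = 0.799). A list of 12 proliferation genes had 11 genes called higher at weeks 11 and 15 (11 adjusted over the list alone at both weeks) and a score that differed by 1.35 at week 15 (exact permutation p = 6.58e-04). At week 0, 6 of these genes were called lower (8 adjusted over the list alone), and the score was 2.33 ± 0.389 (SD, n = 11) against 2.84 ± 0.388 (n = 12) in placebo animals, a difference of -0.51 (permutation p = 0.00591, adjusted p = 0.0249).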

Consistent with an increase in liver inflammation in many wIFN-treated animals (S4 Fig), the transcriptional data suggest that wIFN-α induced migration of immune cells into the liver and/or proliferation of intrahepatic immune cells.

**Fig 6:**
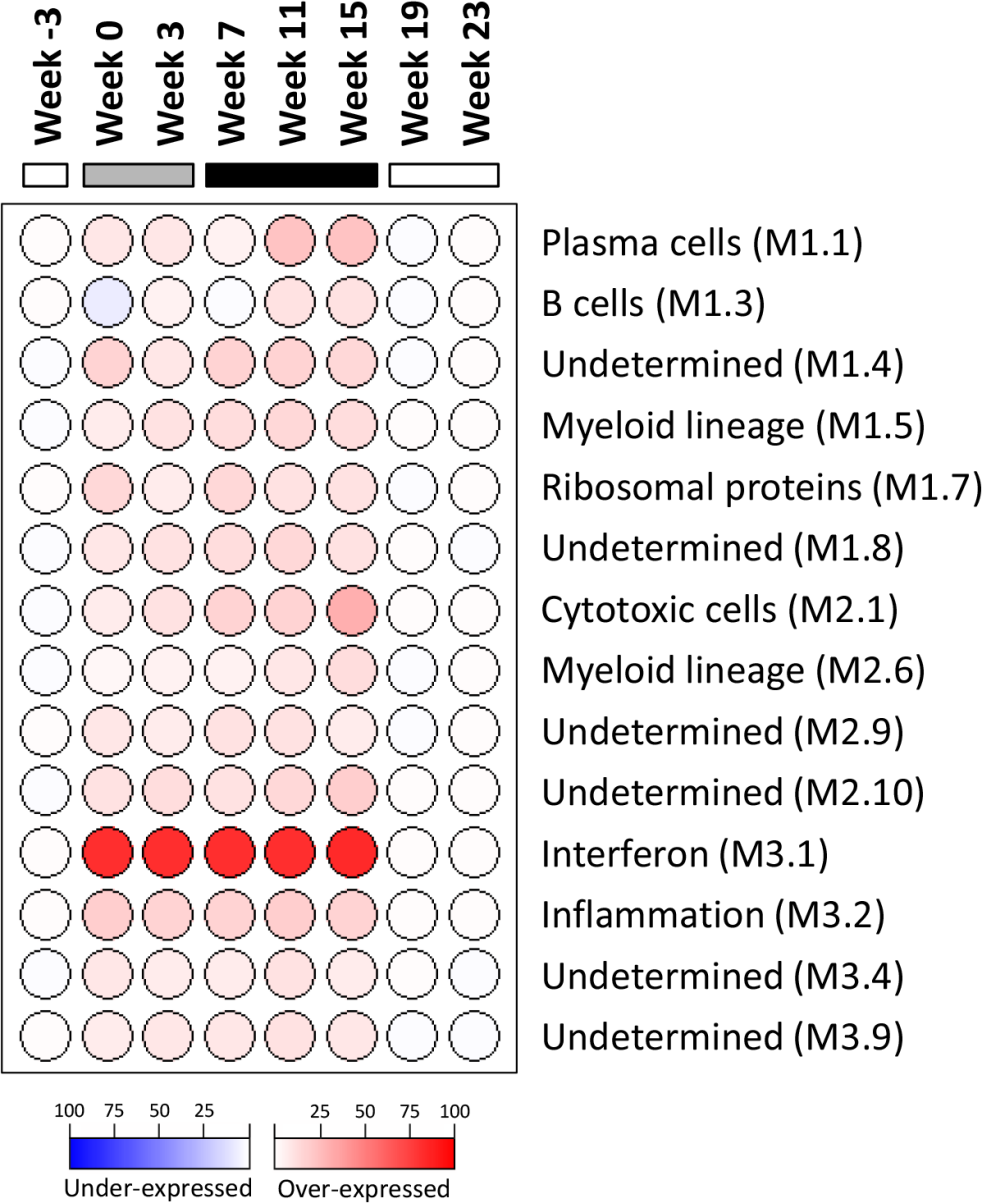
Modular analysis of intrahepatic transcriptional signatures in the wIFN-α treatment group. Data from all available wIFN-treated animals (n = 5–11) were included at each time-point. Spot intensity (red: over-expressed; blue: under-expressed) denotes the percentage of transcripts significantly changed in each module (M) and is defined by the scale bar. The functional interpretation of each module [29] is displayed on the right. Only modules with enrichment greater than 10% at one or more time-point are displayed. At each time-point, all genes selected for modular analysis had an absolute fold-change > 1.5 with a Benjamini-Hochberg corrected *FDR*<0.05 relative to the time-matched placebo group. The horizontal bars together with the week numerators indicate the study stage, as described in Fig 1.

### Intrahepatic expression of the majority of antiviral ISGs did not correlate with the antiviral response to IFN-α treatment

In contrast to the differential antiviral response (Fig 3A and 3B) and dose-dependent ISG induction in the periphery (Fig 5A), module analysis revealed a striking increase (>80% of the transcripts significantly up-regulated) in the intrahepatic IFN response module (M3.1) at all on-treatment time-points, regardless of wIFN-α dose (Fig 6). 

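All 51 genes of the type I ISG list occur in the files, and 48 of them are also in the gene sets that the study chose from these biopsies. At weeks 0, 3, 7, 11 and 15, 47, 46, 48, 48 and 48 of 49, 48, 49, 49 and 50 tested genes were called higher in wIFN-α animals, and the counts adjusted over the list alone were the same. This is 95.9% of the tested genes at week 0 and 96.0% at week 15. The score was 7.64 ± 0.239 (SD, n = 11) at week 0 against 4.56 ± 0.269 (n = 12) in placebo animals, a difference of 3.08 (permutation p = 1e-05, the smallest that the resamples can give). At week 15 it was 7.93 ± 0.128 (n = 8) against 4.50 ± 0.211 (n = 9), a difference of 3.43 (exact permutation p = 4.11e-05, the smallest possible). Among alternatives on the same scale, a pseudocount of 0.1 CPM moved the difference at week 15 most, to 3.58. Among biopsies sequenced in 1 run, with weeks 0 to 15 pooled, the difference within each of 7 lane numbers lay between 2.44 and 3.80. There was 1 biopsy on wIFN-α in lane number 8, 2 in lane number 7 and 4 to 7 in the others. Different biopsies share both a lane number and a barcode, so that a lane number joins several physical lanes and does not hold the batch constant. From the mean of weeks 0 and 3 to week 15, the score rose by 0.42 ± 0.622 (n = 8) in wIFN-α animals and by 0.01 ± 0.286 (n = 9) in placebo animals, a comparison chosen after seeing the data. These changes differed by 0.41 (exact permutation p = 0.0452, adjusted p = 0.0565 over 10 lists). Without F1013, whose score was not raised at week 3, the difference was 0.20 (adjusted p = 0.139), and without F1020 it was 0.46 (adjusted p = 0.0462), with adjusted p from 0.0462 to 0.139 over the alternatives. At week 23, the score was 4.40 ± 0.222 in 6 wIFN-α animals and 4.49 ± 0.361 in 9 placebo animals (exact permutation p = 0.608).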

Consistent with the modular analysis, low dose and high dose wIFN-α treatment were both associated with strong induction of a large number of intrahepatic ISGs, including many antiviral effector genes (Fig 7A, cluster 3). Furthermore, there was no apparent difference between the intrahepatic expression of these ISGs in animals with a treatment response (R and PR) and those with no treatment response (NR). 

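The level of MX1 was 4805 ± 932 CPM (SD, n = 11) in wIFN-α animals at week 0 against 399 ± 114 (n = 12) in placebo animals, a log2 fold change of 3.59 (standard error 0.16). At week 15 its log2 fold change was 3.45 (standard error 0.12, adjusted p = 2.46e-13), and all 8 wIFN-α animals lay above every placebo animal. The log2 fold changes of ISG15 were 5.10 and 5.90 at weeks 0 and 15 (standard errors 0.48 and 0.33), those of OAS1 were 3.60 and 5.23 (0.25 and 0.34), and those of RSAD2 were 5.89 and 7.26 (0.20 and 0.17). The effect of OAS1 differed between week 15 and weeks 0 and 3 by 1.35 (standard error 0.41, adjusted p = 0.0577), a difference that passed the threshold under 7 of 18 alternatives, among them the animal as a replicate block (1.26, adjusted p = 0.00497, range over the alternatives 0.00497 to 0.256). MX2, a paralog of MX1 with which it could share reads, had 3 counts or fewer in every placebo biopsy of weeks 0 and 15, so that its level was at least 44.9-fold higher at week 0 and at least 358.9-fold higher at week 15. IRF9, a part of the receptor signaling pathway, rose least among these genes, by 0.80 at week 15 (standard error 0.06, adjusted p = 1.27e-08). Apart from MX2, the genes with the highest log2 fold changes at week 15 among those with a mean of at least 1 CPM were TMPRSS2 with 7.39 (standard error 0.49), OASL with 7.31 (standard error 0.37), RSAD2 and IFIT3 with 6.99 (standard error 0.24).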

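The type I ISG score of each animal was taken minus the placebo mean of the week. At week 0 it was 3.25 ± 0.0624 (SD, n = 5) in the R and PR animals and 2.91 and 3.35 in the 2 NR animals. At week 7 it was 3.45 ± 0.0394 (n = 5) against 3.46 and 3.59, and at week 15 3.43 ± 0.0763 (n = 5) against 3.38 and 3.66. The difference at week 15 was -0.09 (exact permutation p = 0.429, where 5 animals against 2 allow no p under 0.0476, and adjusted p = 0.802 over 32 comparisons of 4 lists and 8 weeks). Taken as the change from week -3 of the same animal, the sign of the difference turned, to 0.20 at week 7 and 0.18 at week 15. This rests on the week -3 biopsy of F1018, which had a score of -1.31 and 15.06% of its reads on skeletal muscle genes. The difference at week -3 was -0.28 with that animal and 0.0035 without it. At week 3, the R and PR mean was 2.58 ± 1.53 (n = 5), because responder F1013 had a score of -0.15 while the other 8 wIFN-α animals lay between 3.00 and 3.52. In a test of all 15271 genes between the R and PR and the NR animals at week 15, no gene was called (969 had an unadjusted p under 0.05). DESeq2 called 101 genes in this comparison, and sex as a covariate gave 8.

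**Figure D2:**
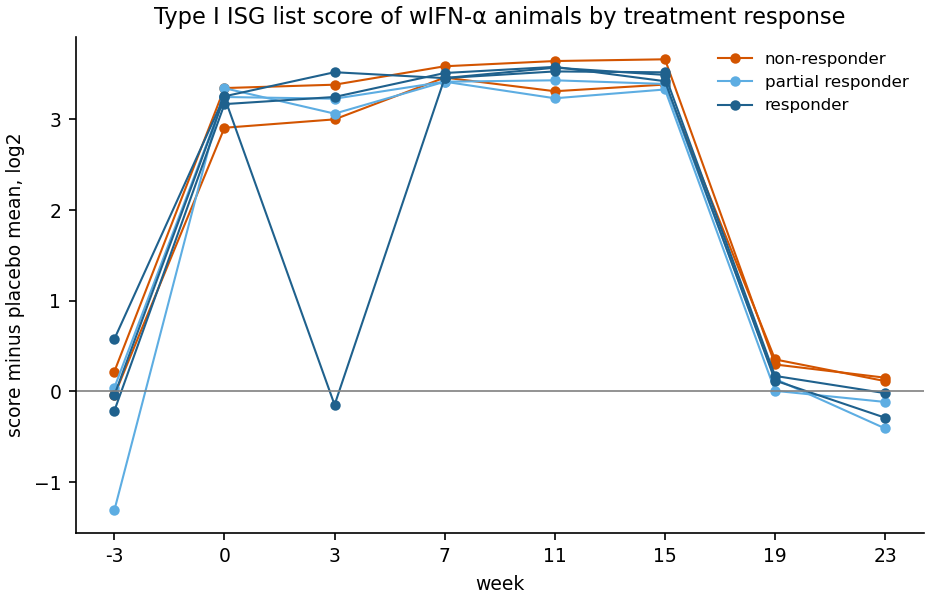
Type I ISG list score minus the placebo mean (log2 scale) by week for the 7 wIFN-α animals with a response group, each line 1 animal. Apart from responder F1013 at week 3 (-0.15), the scores rose together during treatment, to 3.43 in R and PR animals and 3.38 and 3.66 in NR animals at week 15.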

Comparable induction of select ISGs in the liver by low and high dose wIFN-α treatment (regardless of treatment response) was confirmed by qRT-PCR (Fig 7B, S4 Table). 

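Across the 8 wIFN-α animals with a week 15 biopsy, the maximum decline in serum WHsAg of Table 1 ran from 0.66 to 4.37 log10 units. The declines of M1002 (4.25) and F1022 (4.37) are lower bounds, since the paper computed them with the detection limit, and were used here as printed. Its correlation with the type I ISG score at week 15 was r = -0.095 (Pearson, exact permutation p = 0.824) and rho = 0.214 (Spearman, exact permutation p = 0.619). Without F1022 and M1012, the animals farthest from the median decline, r was -0.195 (n = 6, exact permutation p = 0.718). Of 4 lists correlated with the decline, none had an adjusted p under 0.929. With each gene standardized, r for the type I ISG score turned to 0.07. With the maximum decline in serum WHV DNA in place of WHsAg, r was -0.575 (n = 8, exact permutation p = 0.134) and rho was -0.452 (exact permutation p = 0.268), and r was -0.476 without F1014 and M1012 (n = 6, exact permutation p = 0.331). None of the 4 lists passed adjustment with this decline either, where the lowest adjusted p was 0.178.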

Taken together, these data indicate that the antiviral response to wIFN-α does not correlate with the intrahepatic expression of the majority of ISGs, suggesting they do not play a key role in the antiviral response to treatment (see Discussion). Furthermore, pre-treatment (week -3) ISG levels were comparable in the different response groups (Fig 7A), indicating that baseline ISG expression was not an important determinant of treatment response.

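At week -3, the type I ISG score minus the placebo mean was -0.19 ± 0.693 (SD, n = 5) in R and PR animals and -0.05 and 0.22 in the NR animals, a difference of -0.28 (exact permutation p = 0.667). The lowest value, -1.31, belonged to partial responder F1018, and without this animal the difference was 0.0035. The week -3 biopsy of F1018 had 15.06% of its reads on skeletal muscle genes and a hepatocyte score of 4.285. From the similar ISG expression at both doses and in the response groups, the paper proposes that most ISGs do not have a key part in the antiviral response, and from the pre-treatment levels it concludes that baseline ISG expression was not an important determinant of the response.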

**Fig 7:**
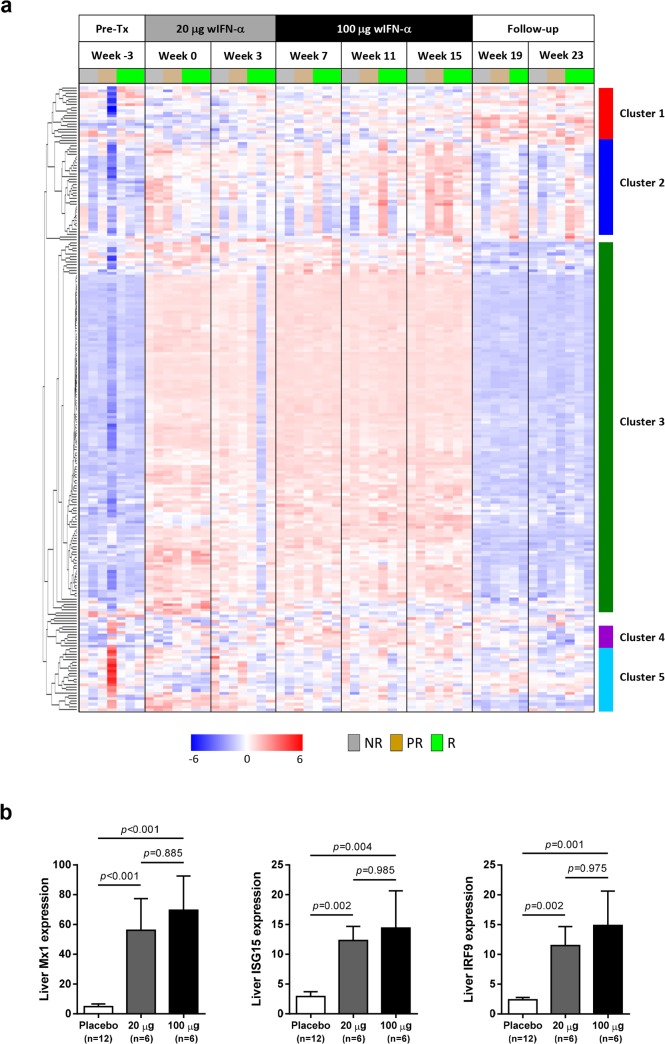
Comparable induction of intrahepatic expression of most ISGs with low dose and high dose wIFN-α. (a) Unsupervised hierarchical clustering of differentially expressed intrahepatic ISGs of animals that were responders (R, n = 3), partial responders (PR, n = 2) or non-responders (NR, n = 2) to wIFN-α treatment. Note that there was no week 19 sample for the responder group animal M1002 and the week 25 sample (end-of-study for this responder animal) was included at week 23 (end-of-study for most animals) for ease of data comparison. The sources of the ISGs are described in S3 Table. Heatmap columns represent samples from individual animals collected at the indicated times, and rows represent different genes (n = 209). Red and blue coloring of cells represents high and low expression levels (normalized count data), respectively, as indicated by the scale bar for log_2_ normalized values. (b) qRT-PCR data expressed as fold-change relative to week -3 (pre-treatment baseline). The bar height indicates the mean of each group, and the errors bars represent the standard error of the mean. Placebo: maximum induction at 6 hours post-dose at weeks 0 and 7. 20 μg: sample collected 6 hours post-first dose of 20 μg wIFN-α (week 0). 100 μg: sample collected 6 hours post-first dose of 100 μg wIFN-α (week 7). Animals from the wIFN-α treatment group were only included if both 20 μg wIFN-α (week 0) and 100 μg wIFN-α (week 7) data was available (see S4 Table). Statistical significance was calculated with log-transformed values by one-way ANOVA with Tukey's multiple comparison correction.

In the context of defining the molecular basis of IFN-α treatment response, the APOBEC proteins are ISGs of particular interest since various family members have been reported to be restriction factors for HBV [13]. It is therefore notable that the intrahepatic expression profile of *APOBEC3H* (A3H) was unlike the majority of antiviral ISGs, in that it was selectively induced by high dose wIFN-α treatment (Table 2). However, the degree of *A3H* induction was modest (maximum 3.6-fold) relative to many other ISGs, consistent with low *A3H* induction by IFN-α in purified primary human hepatocytes [13]. Furthermore, intrahepatic induction of *A3H* was only statistically significant at end-of-treatment (week 15), suggesting that it is not likely to be a main mediator of the wIFN-α antiviral response. In contrast to *A3H*, *A3D* and *A3F* were not significantly modulated (FDR<0.05, FC>2) by wIFN-α treatment. 

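The level of APOBEC3H was 2.26 ± 1.53 CPM (SD, n = 8) in wIFN-α animals at week 15 against 0.670 ± 0.327 (n = 9) in placebo animals, a log2 fold change of 1.74 (standard error 0.38, adjusted p = 0.00136). In 7 of the 8 wIFN-α animals it was above every placebo animal. At week 11 the log2 fold change was 1.23 (standard error 0.43, adjusted p = 0.0303), a call that was lost without M1002 (0.94, adjusted p = 0.0885) or F1020 (0.94, adjusted p = 0.0881), with adjusted p from 0.00801 to 0.0885 over the alternatives. At weeks 0 and 3 it was 0.13 and 0.11 (standard errors 0.32 and 0.26). The effect at week 15 was larger than at weeks 0 and 3 by 1.60 (standard error 0.42, adjusted p = 0.0207). This call was lost with week 3 alone as the low dose and without M1002 or F1020 (adjusted p from 0.00159 to 0.0792 over the alternatives).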

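The level of APOBEC3F was 1.80 ± 0.341 CPM (SD, n = 8) at week 15 against 0.925 ± 0.389 (n = 9) in placebo animals, a log2 fold change of 0.95 (standard error 0.23, adjusted p = 0.00326). Its log2 fold change was 0.90 at week 0, 0.97 at week 7 and 0.85 at week 11 (standard errors 0.21, 0.21 and 0.18), and -0.16 at week 3 (standard error 0.42). APOBEC3D had a log2 fold change of -0.98 at week 7 (standard error 0.20, adjusted p = 3.06e-04). At week 15 its level was 0.349 ± 0.122 CPM (n = 8) against 0.594 ± 0.221 (n = 9), a log2 fold change of -0.76 (standard error 0.27, adjusted p = 0.0317). This call was lost with the deepest run of each biopsy only, with limma-voom and without any of 9 animals (adjusted p from 0.0115 to 0.0898 over the alternatives). With a fold change above 2 as the threshold, neither gene was called at week 7 or 15. The APOBEC3 genes are paralogs whose reads the authors' mapping could have divided between them.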

Other APOBEC3 family members (including A3A) were not available in the woodchuck transcriptome assembly.

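APOBEC3A is listed in the files, with 0 to 20 counts per biopsy and a median of 1 count over 156 biopsies. It did not pass the filter on low counts. At week 15 it had a median of 1.5 counts in 8 wIFN-α animals and 1 count in 9 placebo animals, and the difference of 0.04 in log2(CPM + 1) was not detectable at this depth (exact permutation p = 0.205).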

**Table 2:** High dose wIFN-α significantly induced intrahepatic expression of T cell, NK cell and IFN-γ response genes.

Gene^a^ ^,^ ^b^	Pre-Tx	20 μg wIFN-α		100 μg wIFN-α			Follow-Up	
	W-3 (n = 11)	W0 (n = 11)	W3 (n = 9)	W7 (n = 9)	W11 (n = 8)	W15 (n = 8)	W19 (n = 6)	W23 (n = 5)
PLA2G2A	-2.10	1.55	-1.81	2.70	7.30^c^	11.23	1.06	-4.80
CXCL9	-1.29	1.85	2.21	4.51	11.04	10.35	-1.04	-1.73
PDCD1	-1.07	-1.10	1.13	1.39	5.15	6.86	1.22	-1.76
APOBEC3H	-1.00	1.13	1.25	1.51	2.49	3.58	1.23	-2.15
TBX21	1.20	1.70	1.72	1.84	3.10	3.33	-1.30	-2.27
KLRK1	1.48	1.35	1.52	1.80	2.54	2.99	-1.25	-2.18
CD3D	1.12	1.10	1.32	1.31	2.27	2.39	-1.12	-1.53
FOXP3	1.10	-1.12	-1.14	1.09	1.81	2.29	1.18	-1.57
CD8A	-1.01	-1.12	-1.20	-1.05	1.68	1.88	-1.11	-1.20

RNA-Seq data for genes selectively induced by high dose (100 μg) but not by low dose (20 μg) wIFN-α. The full list of genes induced by high dose wIFN-α only (n = 468 genes) is displayed in S8C Table.

^a^Fold-change ratio values relative to time-matched placebo animals (n = 5–12) are displayed, with underlining denoting statistical significance (FDR<0.05). For genes where wIFN-treated > placebo, the fold change ratio was calculated by 1 x (treated/placebo), i.e. 1.50 equals a 50% increase in treated vs. placebo. For genes where wIFN-treated < placebo, the fold change ratio was calculated by -1 x (placebo/ treated), i.e. -1.50 equals a 50% decrease in treated vs. placebo.

^b^Hugo symbols are used for gene names. Alternative gene names; *CXCL9*: *MIG*, *PDCD1*: *PD-1*, *TBX21*: *T-bet*, *KLRK1*: *NKG2D*.

^c^Fold-change ratio for *PLA2G2A* at week 11 was close to statistical significance (FDR = 0.063).

W: week.

### Intrahepatic NK and T cell transcriptional signatures correlate with the antiviral response to IFN-α treatment

Since there was a strong association between wIFN-α dose and antiviral response (Fig 3A and 3B), we reasoned that determining which genes were selectively induced by high dose wIFN-α would enable the identification of genes and/or pathways closely associated with treatment response. This approach identified genes that were selectively modulated during high dose wIFN-α treatment (S7 Fig, high dose n = 468), as well as genes induced only by low dose treatment (low dose n = 29) or by both low and high dose wIFN-α (low & high dose n = 775). 

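By the rule of S7 Fig, 29 genes were induced by low dose only, 857 by both doses and 479 by high dose only. The choice of threshold moved the sets most, and a fold change above 2 left 4, 498 and 250 genes. A fit of all weeks together gave 55 genes in the low dose set, and the skeletal muscle score as a covariate, an alternative chosen after seeing the data, gave 18. The sets shared 11, 713 and 295 genes with the paper's, of which the copy of S8C Table holds 467 genes. The rule asks for a call at week 15 and none at weeks 0 and 3, and so does not test whether the effects differ. Of the 479 high dose genes, 102 had a larger effect at week 15 in the direct comparison of doses, which takes biopsies of the same animal as separate, and 311 with the animal as a replicate block. At week 0 or 3, 119 had an unadjusted p under 0.05 in the same direction. Their median log2 fold changes were 0.16, 0.24, 0.41, 0.80 and 1.03 at weeks 0, 3, 7, 11 and 15, with 3 genes that have a lower bound only at week 15 counted at that bound. The week 7 biopsies, taken after the first 100 μg dose, thus had a median nearer to that of week 3 than to that of week 15.
Among genes with a mean of at least 1 CPM, the largest gains in effect from low to high dose were those of PLA2G2A, CDC20 (log2 difference 3.25, standard error 0.51, adjusted p = 3.52e-05), PRAMEL (3.23, standard error 0.89), KIF2C (3.00, standard error 0.44) and UBE2C (2.98, standard error 0.44). The call of PRAMEL rested on F1020, without which its difference was 1.68 (adjusted p = 0.401, range over the alternatives 6.11e-04 to 0.401). The largest losses were those of ENTPD5 (-2.17, standard error 0.63, adjusted p = 0.0455), LOC100129316 (-1.81, standard error 0.50), GJB2 (-1.77, standard error 0.36), LINC00204A (-1.64, standard error 0.39) and MPZL2 (-1.47, standard error 0.39). The counts of ENTPD5 followed the index sequence of the library, and its difference was -0.96 with the animal as a replicate block and -0.72 with the deepest runs only, both without a call. The calls of LOC100129316, LINC00204A and MPZL2 were lost with week 3 alone as the low dose.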

The full gene list from each set is displayed in S8 Table. Consistent with the previous analyses, module analysis (M3.1) and Ingenuity Pathway Analysis (IPA) confirmed significant induction of an IFN-α response at both low dose and high dose wIFN-α treatment (S8 Fig). In contrast, module analysis revealed that cytotoxic cell (NK cell/CD8^+^ T cell) responses were selectively induced by high dose wIFN-α treatment, and hence were temporally associated with treatment response (Fig 8A). 

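At weeks 0, 3, 7, 11 and 15, 5, 6, 6, 9 and 10 of 15 tested genes of the cytotoxic list were called higher in wIFN-α animals (5, 7, 6, 9 and 10 adjusted over the list alone). For the T cell list these counts were 2, 1, 3, 12 and 14 of 17, 17, 16, 17 and 18 genes (2, 1, 3, 12 and 15 adjusted over the list alone). The study's gene sets, chosen from these biopsies, hold 6 of the 20 cytotoxic and 12 of the 20 T cell genes. The cytotoxic score was 1.86 ± 0.331 (SD, n = 8) at week 15 against 1.27 ± 0.172 (n = 9) in placebo animals, a difference of 0.59 (exact permutation p = 4.11e-05), and all 8 wIFN-α animals lay above every placebo animal. The differences at weeks 0, 3, 7 and 11 were 0.27, 0.33, 0.33 and 0.54, with adjusted p of 0.0827, 0.0111, 0.00842 and 0.00166 from permutation tests. The T cell score was 2.09 ± 0.474 (n = 8) against 1.43 ± 0.236 (n = 9) at week 15, a difference of 0.66 (exact permutation p = 6.99e-04), with 5 of 8 animals above every placebo animal. It differed by 0.50 at week 11 (exact permutation adjusted p = 0.0243), a call that was lost with a pseudocount of 0.1 CPM (adjusted p = 0.0507, range over the alternatives 0.0190 to 0.0507). From the mean of weeks 0 and 3 to week 15, the cytotoxic score changed by 0.17 ± 0.237 (n = 8) in wIFN-α animals and by -0.15 ± 0.154 (n = 9) in placebo animals, a difference of 0.32 (exact permutation p = 0.00345). For the T cell score the difference in change was 0.56 (exact permutation p = 0.00189), with a rise in 6 of 8 wIFN-α animals and in 0 of 9 placebo animals. Within each of the 7 lane numbers, the wIFN-α biopsies of weeks 0 to 15 sequenced in 1 run had higher scores. The differences were 0.05 to 0.75 for the cytotoxic list and 0.03 to 0.73 for the T cell list. Lane numbers do not hold the batch constant.

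**Figure D3:**
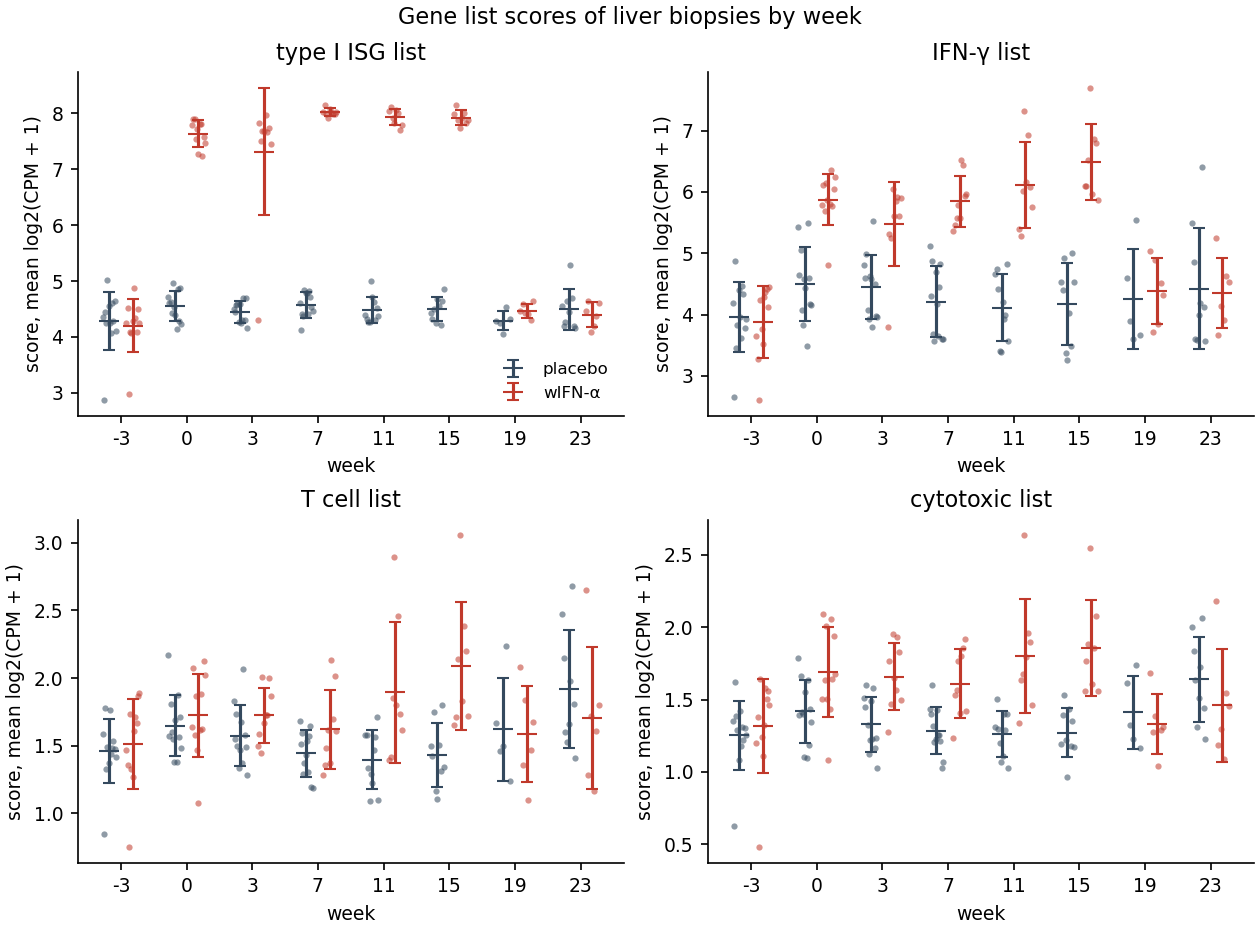
Scores of the type I ISG, IFN-γ, T cell and cytotoxic lists (mean log2(CPM + 1)) by week in placebo and wIFN-α animals, with each animal as a point and the mean ± SD as bars. The type I ISG score was raised at every treatment week, by 3.08 at week 0 and 3.43 at week 15, while the T cell difference reached 0.50 and 0.66 at weeks 11 and 15.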

Significant enrichment of NK and T cell signatures with high dose wIFN-α treatment was confirmed by IPA (Fig 8B). To complement the approach focused on identifying genes selectively induced by high dose wIFN-α, Weighted gene coexpression network analysis (WGCNA) was used to identify modules of co-regulated treatment-induced genes that correlated most closely with antiviral response (S5 Table, Modules 1 and 2). These modules were also significantly enriched for NK and T cell associated genes (S9 Fig), consistent with the trend for induction of an NK/T cell signature in animals that had an antiviral response to treatment (M2.1, S10 Fig). Notably, these diverse analytical approaches identified common intrahepatic transcriptional signatures associated with treatment response, suggesting that NK/T cells play an important role in the antiviral response to wIFN-α treatment.

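At week 15, the T cell score minus the placebo mean was 0.61 ± 0.294 (SD, n = 5) in R and PR animals and 0.28 and 0.29 in the 2 NR animals, a difference of 0.33 (exact permutation p = 0.238), and 4 of the 5 lay above both NR animals. The cytotoxic score was 0.53 ± 0.212 (n = 5) against 0.29 and 0.49, a difference of 0.14 (exact permutation p = 0.381). At week 0 the T cell score was lower in the R and PR animals than in the NR animals, by -0.41 (exact permutation p = 0.0476, the smallest possible). None of these passed adjustment over the 32 comparisons, where the lowest adjusted p was 0.802. None could have passed, because these group sizes allow no p under 0.0476, or under 0.0667 at weeks 19 and 23. The correlation of the T cell score with the maximum decline in WHsAg, of which the values of M1002 and F1022 are lower bounds, was r = 0.282 (n = 8, exact permutation p = 0.538) and rho = 0.238 (exact permutation p = 0.582), and r was 0.352 without F1022 and M1012 (n = 6, exact permutation p = 0.515). For the cytotoxic score r was 0.045 (n = 8, exact permutation p = 0.929), rho was 0.0714 (exact permutation p = 0.882) and r without these 2 animals was 0.030 (n = 6, exact permutation p = 0.972). With a pseudocount of 0.1 CPM, r of the cytotoxic score turned to -0.01. With the maximum decline in serum WHV DNA in its place, r of the T cell score was 0.650 (n = 8, exact permutation p = 0.0888), rho was 0.786 (exact permutation p = 0.0279) and r without F1014 and M1012 was 0.557 (n = 6, exact permutation p = 0.250), and for the cytotoxic score r was 0.505 (n = 8, exact permutation p = 0.194), rho was 0.571 (exact permutation p = 0.151) and r without these animals was 0.457 (n = 6, exact permutation p = 0.382). Neither r passed adjustment over the 4 lists. The WGCNA modules and pathway analyses were not run here. From the signatures common to the module, pathway and network analyses, the paper proposes that NK and T cells have an important part in the antiviral response.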

**Fig 8:**
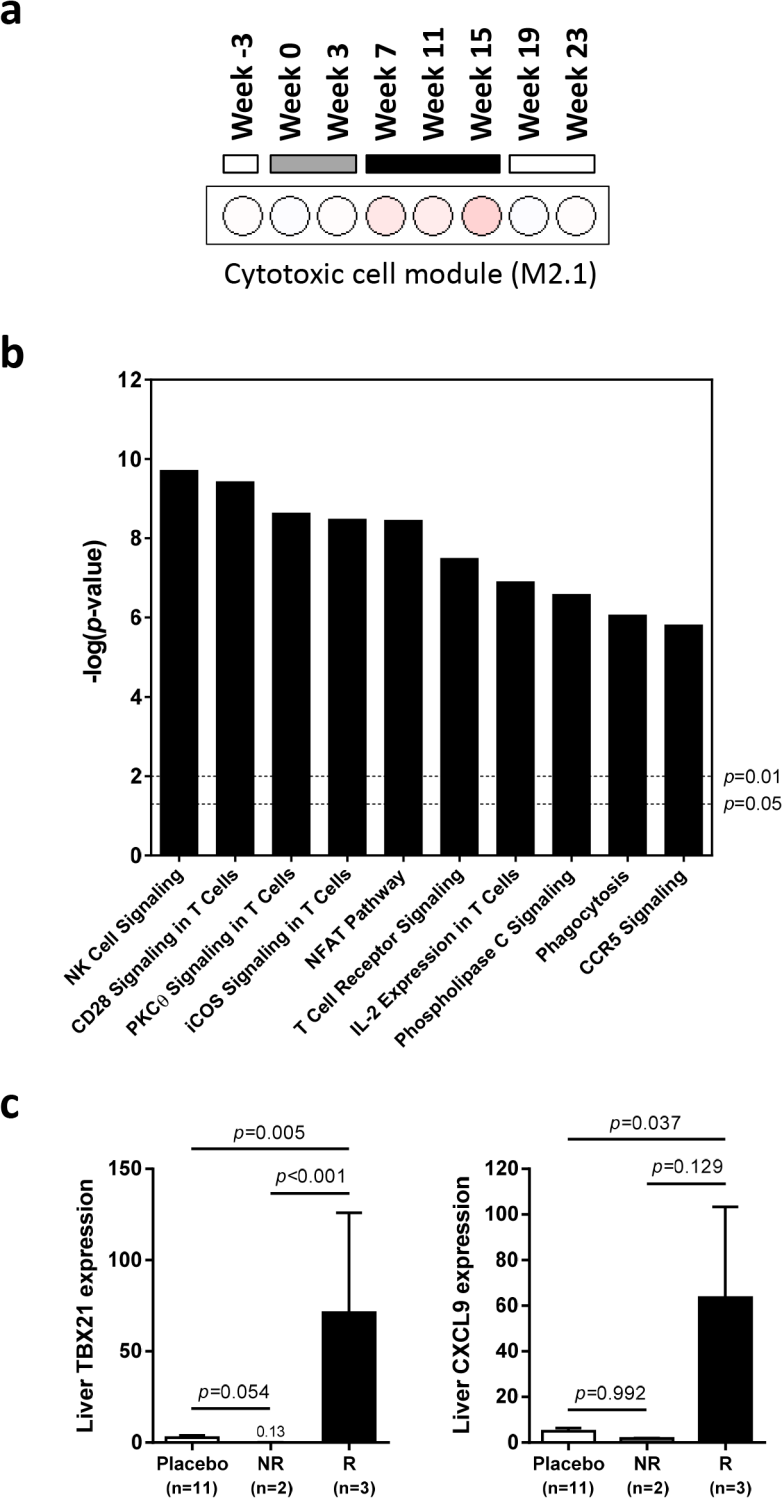
Characterization of intrahepatic transcriptional signature associated with response to wIFN-α treatment. Analysis of genes (n = 468) differentially induced by high dose (100 μg) wIFN-α (see S7 Fig, “High dose”). (a) Modular analysis of intrahepatic gene expression, as described in Fig 6. Only the cytotoxic cell module (M2.1) had enrichment greater than 10% at one or more time-point. (b) Top canonical pathways identified by Ingenuity Pathway Analysis. Pathway enrichment was calculated with the Fisher’s exact test with multiple testing correction by the Benjamini and Hochberg method. The–log(*p*-value) for *p* = 0.05 and *p* = 0.01 significance levels are indicated. (c) qRT-PCR data expressed as fold-change relative to week -3 (pre-treatment baseline). The bar height indicates the mean of each group, and the errors bars represent the standard error of the mean. Placebo: mean induction at 6 hours post-dose at weeks 0, 7 and 15 in placebo-treated animals. wIFN-α: induction at 6 hours post-dose at week 15 in non-responder (NR, n = 2) or responder (R, n = 3) animals. No samples from partial responder (PR) animals were available for qRT-PCR analysis (S6 Table). Statistical significance was calculated with log-transformed values by one-way ANOVA with Tukey's multiple comparison correction.

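The level of CD3D was 10.2 ± 7.49 CPM (SD, n = 8) in wIFN-α animals at week 15 against 4.49 ± 1.78 (n = 9) in placebo animals, a log2 fold change of 1.18 (standard error 0.34, adjusted p = 0.0101), and it was 1.14 at week 11 (standard error 0.30, adjusted p = 0.00644). At weeks 0 and 3 its log2 fold changes were 0.07 and 0.30 (standard errors 0.27 and 0.22). The effect of CD3D was larger at week 15 than at weeks 0 and 3 by 0.98 (standard error 0.36, adjusted p = 0.146), a difference that passed the threshold with the animal as a replicate block (0.83, adjusted p = 0.0181, range over the alternatives 0.0181 to 0.423). The level of CD8A was 7.13 ± 3.10 CPM (n = 8) against 4.01 ± 1.18 (n = 9) at week 15, a log2 fold change of 0.84 (standard error 0.24, adjusted p = 0.00985), with 6 of 8 wIFN-α animals above every placebo animal. At weeks 0, 3 and 11 its log2 fold changes were -0.22, -0.43 and 0.65 (standard errors 0.26, 0.18 and 0.32), none of them called. Its effect was larger at week 15 than at weeks 0 and 3 by 1.14 (standard error 0.31, adjusted p = 0.0269). That call was lost with either low dose week alone and without M1002, F1018 or F1020 (adjusted p from 0.00201 to 0.116 over the alternatives).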

On the individual gene level, induction of T cell associated genes (*CD3D*, *CD8A*) suggests that there is migration of T cells into the liver and/or proliferation of intrahepatic T cells during high dose wIFN-α treatment (Table 2). Expression of the T cell T_H_1-type transcription factor *T-bet* (*TBX21*) was also significantly induced during high dose treatment (Table 2). 

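The level of TBX21 was 3.72 ± 2.13 CPM (SD, n = 8) at week 15 against 1.14 ± 0.473 (n = 9) in placebo animals, a log2 fold change of 1.69 (standard error 0.32, adjusted p = 4.53e-04), with 7 of 8 wIFN-α animals above every placebo animal. It was 1.58 at week 11 (standard error 0.39, adjusted p = 0.00345), 0.71 at week 7 (standard error 0.25, adjusted p = 0.0256) and 0.63 at week 3 (standard error 0.23, adjusted p = 0.0596). At week 0 the log2 fold change was 0.72 (standard error 0.23, adjusted p = 0.0158), a call at low dose. The effect was larger at week 15 than at weeks 0 and 3 by 1.00 (standard error 0.33, adjusted p = 0.0892), which passed the threshold with the animal as a replicate block (0.96, adjusted p = 0.00386, range over the alternatives 0.00386 to 0.223).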

Strikingly, qRT-PCR analysis revealed that *T-bet* expression was strongly induced by high dose treatment in animals with treatment response but not in animals without an antiviral response (Fig 8C and S6 Table). This is notable since it may indicate improved functionality (antigen-specific proliferation and IFN-γ production) of intrahepatic HBV-specific CD8^+^ T cells, particularly since high dose wIFN-α also induced IL-12 expression (Fig 5B) [30]. However, it is important to note that this transcriptional analysis cannot determine whether *T-bet* is expressed by virus-specific or virus non-specific CD8^+^ T cells, or potentially other cell types [31]. 

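The level of KLRK1 was 1.65 ± 1.29 CPM (SD, n = 8) at week 15 against 0.604 ± 0.247 (n = 9) in placebo animals, a log2 fold change of 1.44 (standard error 0.39, adjusted p = 0.00638), with 4 of 8 wIFN-α animals above every placebo animal. At week 11 it was 1.29 (standard error 0.42, adjusted p = 0.0207), and this call was lost without M1002 (1.10, adjusted p = 0.0511) or F1020 (0.83, adjusted p = 0.0824), with adjusted p from 0.00689 to 0.0824 over the alternatives. The effect of KLRK1 was larger at week 15 than at weeks 0 and 3 by 1.02 (standard error 0.38, adjusted p = 0.143), a difference that passed the threshold with the animal as a replicate block (1.12, adjusted p = 0.0122, range over the alternatives 0.0122 to 0.467). KLRC1 had a log2 fold change of 0.58 at week 15 (standard error 0.37, adjusted p = 0.227) and FCGR3A of 0.70 (standard error 0.44, adjusted p = 0.207). With the animal as a replicate block, the effect of FCGR3A was called larger at week 15 than at weeks 0 and 3. This difference was not called without the block (adjusted p from 0.0107 to 0.555 over the alternatives). NCAM1 had a log2 fold change of -1.37 at week 15 (standard error 0.93, adjusted p = 0.253), which turned to 0.22 without placebo animal M1011, and of -1.47 at week 7 (standard error 0.59, adjusted p = 0.0446), a call lost with no filter on low counts, with sex as a covariate, with a fit of all weeks together, with limma-voom and without any of 7 animals (adjusted p from 0.0202 to 0.426 over the alternatives).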

Induction of *NKG2D* (*KLRK1*; activating receptor) expression, but not *NKG2A* (*KLRC1*; inhibitory receptor), *CD16* (*FCGR3A*) or *CD56* (*NCAM1*) (Tables 2 and 3), is consistent with activation, but not migration or proliferation of intrahepatic NK cells.

**Table 3:** Intrahepatic expression of genes induced by both low and high dose wIFN-α or induced by neither.

Gene^a^ ^,^ ^b^	Pre-Tx	20 μg wIFN-α		100 μg wIFN-α			Follow-Up	
	W-3 (n = 11)	W0 (n = 11)	W3 (n = 9)	W7 (n = 9)	W11 (n = 8)	W15 (n = 8)	W19 (n = 6)	W23 (n = 5)
USP18	2.67	21.90	48.23	43.81	44.72	49.74	1.29	-1.25
IDO1	1.28	14.29	6.42	10.47	20.83	24.01	1.01	-2.10
CD274	1.32	4.64	2.88	4.98	5.50	5.49	-1.09	-1.59
TNFSF10	1.10	3.87	4.84	5.46	5.61	5.46	-1.08	-1.07
FASLG	1.11	2.29	2.01^c^	2.05	2.98	4.38	-1.47	-2.31
PRF1	1.06	1.86	2.66	2.74	5.01^c^	4.02	-1.01	-1.30
FAS	1.21	3.05	2.55	3.35	2.96	3.09	-1.05	-1.08
SOCS1	1.04	2.68	1.82	2.18	2.25	2.63	1.06	1.20
SOCS3	1.49	2.30	1.85	2.07	1.47	1.80	-1.09	-1.34
KLRC1	1.10	1.31	1.82	1.93	1.78	1.75	-1.68	-4.01
FCGR3A	-1.02	-1.04	-1.31	-1.16	1.32	1.73	-1.38	-1.70
TGFB1	1.10	-1.26	-1.20	-1.10	1.23	1.36	-1.29	-1.37
IL10	1.03	1.05	1.02	1.03	-1.00	-1.01	-1.11	-1.28
NCAM1	2.27	3.58	-1.43	-3.13	1.57	-2.62	-2.65	-1.04

RNA-Seq data for select genes significantly induced by both low dose (20 μg) and high dose (100 μg) wIFN-α (top 9 rows), or induced by neither (bottom 5 rows). The full list of genes induced by both low dose and high dose wIFN-α (n = 775 genes) is displayed in S8B Table.

^a^Fold-change ratio values relative to time-matched placebo animals (n = 5–12) are displayed, with underlining denoting statistical significance (FDR<0.05). Fold-change ratio was calculated as described for Table 2.

^b^Hugo symbols are used for gene names. Alternative gene names; *CD274*: *PD-L1*, *TNFSF10*: *TRAIL*, *KLRC1*: *NKG2A*, *FCGR3A*: *CD16*, *NCAM1*: *CD56*.

^c^Fold-change ratios for *FASLG* at week 3 and *PRF1* at week 11 were close to statistical significance (FDR = 0.097 and FDR = 0.062, respectively).

W: week.

### Intrahepatic NK and/or T cells likely inhibit WHV via both cytolytic and non-cytolytic mechanisms during IFN-α treatment

As discussed previously, the peak antiviral response to treatment and elevation of liver injury biomarkers were temporally correlated in some animals (Fig 4), indicating that wIFN-α induced killing of WHV-infected hepatocytes. This biochemical evidence of liver damage is consistent with intrahepatic induction of the receptor-mediated cell death genes *TRAIL* (*TNFSF10*), *Fas* (*FAS*) and *Fas ligand* (*FASLG*) and the cytotoxic effector gene *perforin* (*PRF1*) during high dose treatment (Table 3). These genes, as well as a death receptor signaling pathway (S8 Fig), were also significantly induced (on a group level) by low dose wIFN-α, consistent with liver enzyme elevations in some animals during this treatment period (Fig 4). 

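At week 15, the level of TNFSF10 was 405 ± 36.8 CPM (SD, n = 8) against 74.2 ± 12.5 (n = 9) in placebo animals, a log2 fold change of 2.45 (standard error 0.11, adjusted p = 2.8e-12). That of FAS was 53.6 ± 9.86 CPM (n = 8) against 17.0 ± 1.80 (n = 9), a log2 fold change of 1.66 (standard error 0.10, adjusted p = 4.19e-10). For FASLG the log2 fold change was 2.08 (standard error 0.28, adjusted p = 1.19e-05), with all 8 wIFN-α animals above every placebo animal, as for TNFSF10 and FAS. PRF1 had a level of 1.70 ± 1.10 CPM (n = 8) against 0.444 ± 0.197 (n = 9), a log2 fold change of 1.94 (standard error 0.37, adjusted p = 4.25e-04), with 7 of 8 animals above every placebo animal. At week 11 its log2 fold change was 2.28 (standard error 0.47, adjusted p = 7.95e-04).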

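At weeks 0 and 3, the log2 fold changes of TNFSF10 were 1.96 and 2.14 (standard errors 0.13 and 0.20) and those of FAS were 1.63 and 1.25 (standard errors 0.11 and 0.15). FASLG had log2 fold changes of 1.20 at week 0 (standard error 0.19, adjusted p = 3.17e-05) and 0.82 at week 3 (standard error 0.21, adjusted p = 0.00781). PRF1 was called at week 3 (1.12, standard error 0.30, adjusted p = 0.0118) and not at week 0 (0.77, standard error 0.38, adjusted p = 0.126), where it passed only without F1023 (0.90, adjusted p = 0.0415, range over the alternatives 0.0415 to 0.235). The effect of FASLG was larger at week 15 than at weeks 0 and 3 by 1.06 (standard error 0.29, adjusted p = 0.0280). That call was lost with week 0 alone as the low dose and without M1002, F1018 or F1020 (adjusted p from 8.29e-04 to 0.138 over the alternatives). For TNFSF10, FAS and PRF1 the differences were 0.38, 0.20 and 0.97 (standard errors 0.20, 0.16 and 0.47), at adjusted p of 0.341, 0.624 and 0.297.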

Notably, although there was substantial induction of *TRAIL* expression (>17-fold) by high dose wIFN-α in two animals with a treatment response, one responder animal had only modest intrahepatic *TRAIL* induction (animal F1013; maximal 6-fold induction), and an animal with no treatment response had the greatest *TRAIL* induction (animal F1014; 118-fold) (S6 Table). This overall poor correlation of intrahepatic *TRAIL* with treatment response suggests that additional antiviral mechanisms may be required to control infection.

CD8^+^ T cells and NK cells have the potential to inhibit HBV infection by non-cytolytic mechanisms mediated by IFN-γ and TNF-α, as well as by killing infected cells via cytotoxic effector molecules. It is therefore notable that the two genes induced to the greatest degree in the liver by high dose wIFN-α treatment, *PLA2G2A* and *CXCL9*, are IFN-γ responsive genes [24] (Table 2). Furthermore, *PLA2G2A*, *CXCL9* and other IFN-γ inducible genes (as well as IFN-γ itself) are members of a subset of intrahepatic ISGs that correlated with wIFN-α dose (Figs 7A, Cluster 2, and S11). 

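The level of PLA2G2A was 27.7 ± 35.6 CPM (SD, n = 8) at week 15 against 2.41 ± 2.18 (n = 9) in placebo animals, a log2 fold change of 3.52 (standard error 0.71, adjusted p = 6.54e-04), with 7 of 8 wIFN-α animals above every placebo animal. It was 1.50 at week 7 (standard error 0.58, adjusted p = 0.0388) and 2.92 at week 11 (standard error 0.55, adjusted p = 3.41e-04). The effect was larger at week 15 than at weeks 0 and 3 by 3.57 (standard error 0.78, adjusted p = 0.00334), a call that was lost with week 0 alone as the low dose (2.78, adjusted p = 0.0577, range over the alternatives 9.15e-05 to 0.0577). CXCL9 had a level of 592 ± 640 CPM (n = 8) against 58.1 ± 59.9 (n = 9) at week 15, a log2 fold change of 3.35 (standard error 0.78, adjusted p = 0.0023), with 5 of 8 animals above every placebo animal. Its effect was larger at week 15 than at weeks 0 and 3 by 2.47 (standard error 0.80, adjusted p = 0.0789), a difference that passed the threshold with the animal as a replicate block (2.38, adjusted p = 9.62e-05), with DESeq2 (2.49, adjusted p = 0.0368) and with the skeletal muscle score as a covariate (2.65, adjusted p = 0.0406), over a range of 9.62e-05 to 0.256. Among high dose genes tested at weeks 0, 3 and 15, PLA2G2A and CXCL9 had the highest log2 fold changes at week 15. Genes with too few counts to be tested at weeks 0 and 3 rose more, such as LOC100131096 with a log2 fold change of 4.13 at week 15 (standard error 0.45). KIAA1210 and RGS17, which the paper counts among genes induced by both doses, reached 1.33 ± 0.549 and 1.42 ± 0.221 CPM (n = 8) at week 15 with almost no counts in placebo animals.

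**Figure D4:**
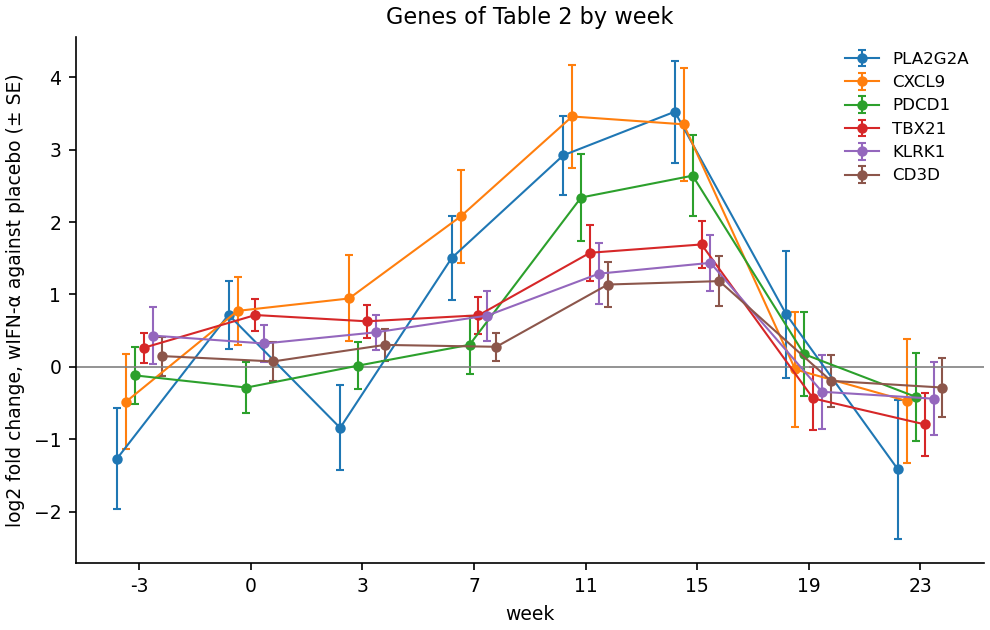
Log2 fold change between wIFN-α and placebo animals by week for 6 genes of Table 2, with standard errors as bars. PLA2G2A and CXCL9 reached 3.52 and 3.35 at week 15, above PDCD1, TBX21, KLRK1 and CD3D.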

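Of 22 IFN-γ inducible genes in a list written before the counts were seen, 12, 11, 14, 14 and 16 were called higher in wIFN-α animals at weeks 0, 3, 7, 11 and 15 (12, 11, 14, 15 and 19 adjusted over the list alone), and 15 are in the study's gene sets, chosen from these biopsies. The score of the list was 5.88 ± 0.415 (SD, n = 11) against 4.50 ± 0.607 (n = 12) at week 0, a difference of 1.38 (permutation p = 3e-05). At week 15 it was 6.49 ± 0.617 (n = 8) against 4.17 ± 0.666 (n = 9), a difference of 2.31 (exact permutation p = 4.11e-05). The difference in the change from weeks 0 and 3 to week 15 was 1.08 (exact permutation p = 7.40e-04). HLA-DRA was not called at week 15 (log2 fold change 0.93, standard error 0.45, adjusted p = 0.111). IFNG did not pass the filter on low counts, with a median of 4 counts over 156 biopsies. At week 15 it had a median of 15.5 counts in wIFN-α animals (n = 8) and 1 count in placebo animals (n = 9), a difference of 0.63 in log2(CPM + 1) (exact permutation p = 8.64e-04), with 7 of 8 animals above every placebo animal. At weeks 0, 3 and 11 the difference was -0.07, 0.05 and 0.38 (permutation p = 0.454, exact permutation p = 0.346 and 0.0379). The list score was thus 1.38 higher at week 0 with no detectable difference in IFNG, whose counts were low. A rise in this score cannot be read as a response to IFN-γ apart from one to wIFN-α itself.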

Strikingly, a large number of IFN-γ-regulated genes (e.g. MHC class I and II (*HLA*) genes, *CXCL9*) were also induced in the liver of chimpanzees during clearance of acute HBV infection [32]. In addition, although the on-treatment profile was not determined, MHC class I and II genes as well as *CXCL9* were also up-regulated prior to treatment in the liver of CHB patients that subsequently responded to pegylated IFN-α and adefovir treatment compared to non-responder patients [20]. Consistent with the association between blood IFN-γ expression and antiviral response (S5 Fig), high dose wIFN-α significantly induced intrahepatic *CXCL9* expression in animals with a treatment response, but not in those without an antiviral response (Fig 8C and S6 Table). These data indicate that IFN-γ-mediated, non-cytolytic mechanisms may play a role in the antiviral response to wIFN-α treatment. This is supported by the observation that the initial reduction in WHsAg and WHV DNA by high dose treatment in two responder animals (F1013 and F1022, weeks 7–15 and 7–11, respectively) occurred in the absence of substantial liver enzyme elevations (Fig 4). In both animals, there were subsequently modest increases in liver enzyme levels together with a further decrease in viral levels, suggesting that the antiviral response induced by high dose wIFN-α treatment is mediated by both cytolytic and non-cytolytic NK/T cell responses.

### Counter-regulatory mechanisms induced by IFN-α may limit treatment response

In addition to positive effects on antiviral immunity, wIFN-α also induced various counter-regulatory mechanisms that may have limited the antiviral response to treatment. Notably, intrahepatic mRNA levels of the inhibitory T cell receptor *PD-1* (*PDCD1*) and its ligand *PD-L1* (*CD274*) were significantly increased during wIFN-α treatment (Tables 2 and 3). 

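The level of PDCD1 was 20.4 ± 20.6 CPM (SD, n = 8) at week 15 against 3.27 ± 2.12 (n = 9) in placebo animals, a log2 fold change of 2.64 (standard error 0.56, adjusted p = 0.00107), with 5 of 8 wIFN-α animals above every placebo animal. It was 2.34 at week 11 (standard error 0.60, adjusted p = 0.00472), and -0.29 and 0.02 at weeks 0 and 3 (standard errors 0.35 and 0.33). The effect at week 15 was larger than at weeks 0 and 3 by 2.77 (standard error 0.54, adjusted p = 7.82e-04). The level of CD274 was 11.4 ± 2.63 CPM (n = 11) against 2.68 ± 0.671 (n = 12) at week 0, a log2 fold change of 2.08 (standard error 0.16, adjusted p = 2.27e-10). At week 15 it was 13.4 ± 2.20 CPM (n = 8) against 2.37 ± 0.858 (n = 9), a log2 fold change of 2.50 (standard error 0.20, adjusted p = 1.56e-08).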

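The level of IDO1 was 32.5 ± 21.2 CPM (SD, n = 11) in wIFN-α animals at week 0 against 2.41 ± 1.89 (n = 12) in placebo animals, a log2 fold change of 3.73 (standard error 0.41, adjusted p = 9.46e-08). At week 15 it was 55.6 ± 59.6 CPM (n = 8) against 2.44 ± 2.06 (n = 9), a log2 fold change of 4.50 (standard error 0.59, adjusted p = 8.62e-06), with all 8 wIFN-α animals above every placebo animal. F1020 lay far above the other 7 wIFN-α animals at week 15, and without it the log2 fold change was 3.84.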

Intrahepatic expression of *indoleamine 2*,*3-dioxygenase 1* (*IDO1*), which limits the availability of the essential amino acid tryptophan and produces immunosuppressive kynurenine to locally suppress T cells [33], was also significantly increased by wIFN-α treatment (Table 3). Furthermore, high dose wIFN-α modestly elevated intrahepatic *FOXP3* mRNA levels (Table 2), which suggests treatment-associated migration and/or proliferation of T regulatory cells (Tregs) that may negatively regulate CD8^+^ T cell and NK cell function. In contrast, expression of *IL-10* (*IL10*) and *TGF-β* (*TGFB1*), immunosuppressive cytokines produced by Tregs and various other cells, was not significantly modulated by treatment (Table 3).

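The level of FOXP3 was 1.29 ± 0.810 CPM (SD, n = 8) at week 15 against 0.606 ± 0.261 (n = 9) in placebo animals, a log2 fold change of 1.09 (standard error 0.33, adjusted p = 0.0141), with 4 of 8 wIFN-α animals above every placebo animal. At weeks 0, 3, 7 and 11 the log2 fold changes were -0.14, -0.25, 0.11 and 0.75 (standard errors 0.23, 0.25, 0.28 and 0.35), none of them called. The effect at week 15 was larger than at weeks 0 and 3 by 1.27 (standard error 0.34, adjusted p = 0.0265). That call was lost with either low dose week alone and without M1002 or F1020 (adjusted p from 0.00402 to 0.155 over the alternatives).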

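The level of IL10 was 16.5 ± 1.82 CPM (SD, n = 8) at week 15 against 17.3 ± 1.26 (n = 9) in placebo animals, a log2 fold change of -0.07 (standard error 0.07, adjusted p = 0.445). TGFB1 had a log2 fold change of 0.41 at week 15 (standard error 0.20, adjusted p = 0.105). With the animal as a replicate block, its effect was called larger at week 15 than at weeks 0 and 3. This difference was not called without the block (adjusted p from 0.00855 to 0.251 over the alternatives). At weeks 0, 3, 7 and 11, the log2 fold changes of IL10 lay between -0.04 and 0.07 and those of TGFB1 between -0.37 and 0.23, and none was called.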

## Discussion

Recombinant IFN-α has been used to treat CHB for over 20 years, but the molecular basis of treatment response remains poorly understood [3]. Previous transcriptome analyses have shown there are important parallels between the immune response to WHV in woodchucks and HBV in man [24], and that self-limiting hepadnavirus infection in woodchucks and chimpanzees share key immunological features [25]. Together these studies suggest that the woodchuck is a relevant model to study the mechanisms that govern antiviral response to IFN-α. Consequently, we characterized the intrahepatic transcriptional profile of WHV chronic carrier woodchucks during treatment with recombinant woodchuck IFN-α. Treatment with wIFN-α produced variable antiviral effects, inducing multi-log reduction in serum WHV DNA and WHsAg in a subset of animals, and sustained WHsAg loss and seroconversion to anti-WHsAb in one animal, while not exerting antiviral effects in other animals. Importantly, the variability and degree of antiviral response in these animals are comparable to those observed with CHB patients treated with pegylated IFN-α [2,34]. Furthermore, viral rebound in the WHV-infected woodchucks was typically observed following cessation of wIFN-α treatment, consistent with the low rate of durable HBsAg loss in patients treated with IFN-α [2]. Together, these data reveal important parallels between the IFN-α treatment response of chronic hepadnavirus infection in woodchucks and man, establishing the translational value of the woodchuck model for characterizing the immune correlates of IFN-α treatment response.

Since various studies have demonstrated that IFN-α can directly inhibit HBV [6,11,13], a striking finding of this study was that the antiviral response to wIFN-α did not correlate with the intrahepatic induction of the majority of antiviral ISGs. Since WHV is sensitive to the direct antiviral effects of wIFN-α in vitro [23,35], our data suggest that IFN-induced antiviral effectors of WHV do not play a key role in the antiviral response to treatment in vivo. However, there are several important caveats to consider. Firstly, since there are a large number of antiviral ISGs, and not all were available in the woodchuck transcriptome (e.g. APOBEC3A), intrahepatic expression of antiviral ISGs that were not evaluated in this study may correlate with treatment response. In addition, since intrahepatic transcriptional analysis was restricted to 6 hours post-dose, it is possible that the expression of certain ISGs with slower induction kinetics may be associated with the antiviral response to IFN-α. Secondly, although low dose wIFN-α induced intrahepatic ISG expression but not a significant antiviral response, it is conceivable that prolonged ISG expression (7 weeks) by low dose treatment played an important role in the antiviral response subsequently induced by higher dose wIFN-α. Finally, transcriptional analysis of whole biopsy tissue cannot define cell-specific ISG expression, which may be important in treatment response [36]. This is also an important caveat if hepatocytes and non-parenchymal cells (e.g. Kupffer cells) display markedly different sensitivity to ISG induction, since it may preclude accurate correlation of treatment response with induction of antiviral ISGs in infected cells using whole biopsy tissue.

The significant difference in ISG induction by low and high dose wIFN-α in the blood but not the liver of woodchucks chronically infected with WHV is noteworthy considering a recent study demonstrating that HBV can inhibit IFN-α signaling in human hepatocytes [37]. This suggests that WHV may limit (although not abrogate) wIFN-α signaling in woodchuck hepatocytes. 

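USP18 had log2 fold changes of 4.44 at week 0 and 5.60 at week 15 (standard errors 0.40 and 0.35), with levels at week 15 of 384 ± 54.0 CPM (SD, n = 8) in wIFN-α animals against 7.92 ± 4.99 (n = 9) in placebo animals. The log2 fold changes of SOCS1 were 1.46 at week 0 and 1.44 at week 15 (standard errors 0.14 and 0.12), with all wIFN-α animals above every placebo animal at both weeks. SOCS3 had log2 fold changes of 1.30 at week 0 (standard error 0.34, adjusted p = 0.00407) and 0.90 at week 15 (standard error 0.21, adjusted p = 0.00209), and was not called at week 11 (0.56, standard error 0.32, adjusted p = 0.176). The effects of the 3 genes differed between week 15 and weeks 0 and 3 by 0.65, 0.31 and -0.19 (standard errors 0.50, 0.17 and 0.39), at adjusted p of 0.593, 0.405 and 0.884. With the animal as a replicate block the difference of SOCS1 was 0.45 and was called (adjusted p = 0.0180, range over the alternatives 0.0180 to 0.956). With week 0 alone as the low dose the sign of SOCS1 turned (-0.03), and with week 3 alone that of SOCS3 (0.03).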

Alternatively, induction of *USP18*, *SOCS1* and *SOCS3* (Table 3) and/or other inhibitors of IFN-α/β receptor signaling may limit the intrahepatic ISG response to wIFN-α treatment. Since liver biopsies were not taken after wIFN-α treatment of WHV-negative animals, and there is currently no sensitive, quantitative wIFN-α ELISA (see Methods), additional studies will be required to determine whether there are significant differences in PK-PD responses to wIFN-α treatment in WHV-negative and WHV-infected animals.

In contrast to intrahepatic ISG expression, the expression of other gene sets showed a correlation with antiviral response. Both NK/T cell and IFN-γ transcriptional signatures in the liver were increased in animals with antiviral response to wIFN-α treatment. 

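At week 15, the IFN-γ list score minus the placebo mean was 2.27 ± 0.406 (SD, n = 5) in R and PR animals and 1.70 and 1.92 in the 2 NR animals, a difference of 0.46 (exact permutation p = 0.286), and 3 of the 5 lay above both NR animals. Its correlation with the maximum decline in WHsAg, of which the values of M1002 and F1022 are lower bounds, was r = 0.239 (n = 8, exact permutation p = 0.596) and rho = 0.191 (exact permutation p = 0.665), and r was 0.347 without F1022 and M1012 (n = 6, exact permutation p = 0.506). With the maximum decline in serum WHV DNA, r was 0.599 (n = 8, exact permutation p = 0.120), rho was 0.548 (exact permutation p = 0.171) and r without F1014 and M1012 was 0.399 (n = 6, exact permutation p = 0.431), and r did not pass adjustment over 4 lists. In the test of all genes between these groups, CXCL9 had a log2 fold change of 0.91 (standard error 0.95, adjusted p = 0.919) and TBX21 of 0.98 (standard error 0.39, adjusted p = 0.767). These p are adjusted over all tested genes, where the paper tested CXCL9 and TBX21 by name. The paper's contrast was also another, the qRT-PCR change from week -3 in responders without partial responders.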

The peak antiviral response was also associated with liver enzyme elevations in some (although not all) animals. Collectively these data suggest that the antiviral response induced by wIFN-α treatment was mediated by both cytolytic and non-cytolytic NK/T cell responses. The correlation of liver injury biomarkers with antiviral response is notable because host-induced ALT flares are associated with IFN-α treatment response in CHB patients [38]. The association of intrahepatic NK cell and IFN-γ transcriptional signatures with antiviral response to treatment is also striking because NK cells in CHB patients have a markedly impaired capacity to produce IFN-γ [39,40]. This dysfunctional phenotype can be reversed (at least in NK cells in the periphery) by treatment with IFN-α [17], which suggests that NK cell IFN-γ production may represent a common mechanism of IFN-α antiviral response to chronic hepadnavirus infection in woodchucks and man. Clearance of acute HBV infection in chimpanzees is also characterized by an intrahepatic IFN-γ transcriptional signature [32], suggesting that there are important parallels between the immunological mechanisms of natural clearance of HBV and those induced by IFN-α treatment.

Recent studies have revealed that IFN-α treatment does not improve peripheral HBV-specific CD8^+^ T cell responses [16–18]. In view of the aforementioned NK cell activation by IFN-α, this failure to augment virus-specific CD8^+^ T cell responses may be explained, at least in part, by the observation that NK cells can directly kill HBV-specific CD8^+^ T cells via TRAIL and other mechanisms [41]. The induction of an intrahepatic NK signature as well as *TRAIL* expression suggests that WHV-specific CD8^+^ T cell responses may be inhibited by similar mechanisms during wIFN-α treatment. Conversely, IFN-induced protection of antiviral CD8^+^ T cells might limit NK regulation of T cell immunity in this setting [42,43], consistent with the induction of an intrahepatic T cell transcriptional signature coupled with significant elevation of *T-bet* (*TBX21*) mRNA during wIFN-α treatment. In addition to potentially inducing NK cell killing of virus-specific CD8^+^ T cells, wIFN-α treatment induced various counter-regulatory mechanisms, including intrahepatic *PD-1* (*PDCD1*) and *PD-L1* (*CD274*) expression, which may also have limited antiviral CD8^+^ T cell function in the liver. However, it is important to the note that a limitation of the woodchuck model is that it is challenging to confirm that changes in gene expression are associated with corresponding changes in protein levels and/or cellular function. This is particularly important for characterization of CD8^+^ T cell specificity in the context of wIFN-α treatment, since studies in HBV transgenic mice as well as CHB patients indicate that antigen-nonspecific inflammatory cells (including nonvirus-specific CD8^+^ T cells) can accumulate to high levels in the liver under inflammatory conditions [44,45]. Unfortunately, blood volume and biopsy material limitations precluded functional analysis of WHV-specific CD8^+^ T cells in the current study. In addition, the lack of woodchuck-specific immunological reagents prevented immunophenotyping of WHV-specific CD8^+^ T cells by flow cytometry. Attempts to develop high-quality monoclonal antibodies against woodchuck CD56 and CD8a to enable detection of NK and CD8^+^ T cells, respectively, by immunohistochemistry were also not successful. Therefore, additional studies in immunocompetent models of natural infection and/or CHB patient biopsies will be required in order to define the relative contribution of intrahepatic NK and virus-specific CD8^+^ T cells to IFN-α treatment response.

In summary, by studying recombinant IFN-α in an immunocompetent animal model of CHB, this study provided new insights into the immune mechanisms that mediate the antiviral response to treatment. In addition, various immune pathways were identified that may act to limit treatment response. These findings have important implications for the design of new therapeutics for CHB, and also provide rationale for evaluating combinations of immunotherapeutic agents currently in development.

## Materials and Methods

### Expression, purification and analytical characterization of woodchuck interferon

The sequence of woodchuck IFN-α5 (wIFN-α) has previously been described [26]. Recombinant wIFN-α was expressed by transient transfection of human embryonic kidney (HEK) 293F cells using the FreeStyleTM 293 expression system according to the manufacturer’s instructions (Invitrogen, Inc., Carlsbad, CA). Culture supernatant was filtered and then purified by two chromatographic steps. Firstly, after adjusting to pH 6.0 with 50 mM KH_2_PO_4_, pH 5.0, the sample was loaded on a 5 mL SP HP Hi Trap (GE Healthcare, Little Chalfont, Buckinghamshire, UK) that had been pre-equilibrated with 50 mM KH_2_PO_4_, pH 6.0. The wIFN-α was then eluted with a 17 column-volume salt gradient from 0–500 mM NaCl. Fractions were analyzed via SDS-PAGE and wIFN-containing fractions were pooled. Secondly, size exclusion chromatography on Superdex 75 (GE Healthcare, Little Chalfont, Buckinghamshire, UK) was performed in 20 mM His/HCl, 140 mM NaCl pH 6.0. The eluted wIFN-α was filtrated with a 0.22 μM syringe filter and stored at -80°C. The wIFN-α concentration was determined by measuring optical density (OD) at 280 nm. Purity and monomer content were confirmed by SDS-PAGE and SE-HPLC, respectively, and the integrity of the wIFN-α amino acid backbone was verified by Nano Electrospray QTOF mass spectrometry. The protein was kept in a storage buffer (20 mM His/HCl, 140 mM NaCl pH 6.0) prior to dosing. The endotoxin level of the wIFN-α preparation was <0.454 EU/mL. The in vitro biological activity of wIFN-α was confirmed by dose-dependent induction of mRNA levels of the interferon-stimulated genes (ISGs) *Mx1* and *OAS1* in woodchuck PBMCs (n = 2 animals) treated with 0.1, 1 and 10 μg/mL wIFN-α.

### Ethics statement

The animal protocol and all procedures involving woodchucks were approved by the Georgetown University IACUC (Protocol Number: 11–006) and adhered to the national guidelines of the Animal Welfare Act, the Guide for the Care and Use of Laboratory Animals, and the American Veterinary Medical Association.

### Single dose wIFN-α study in WHV-negative woodchucks

All woodchucks used in this study were obtained from Northeastern Wildlife. Prior to the study, male woodchucks were confirmed negative for WHV surface antigen (WHsAg) and for antibodies against WHsAg (anti-WHsAb) and WHV core antigen (anti-WHc). Animals were assigned to four groups (n = 3/group) using stratification based on body weight, clinical biochemistry and hematology. Animals received a single subcutaneous dose of 2, 20 or 200 μg wIFN-α, or a placebo control (all n = 3/group). Various measurements (body weight, body temperature, clinical serum chemistries, and CBCs) were obtained to monitor drug safety.

### Repeat dose wIFN-α study in WHV carrier woodchucks

All woodchucks used in this study were obtained from Northeastern Wildlife. These woodchucks were born in captivity and were infected at 3 days of age with the cWHV7P2a inoculum containing WHV strain WHV7-11. cWHV7P2a has the same biological and virological characteristics as the cWHV7P2 inoculum as both were derived from cWHV7P1 [46]. Chronically infected animals were all anti-WHs negative, with detectable serum WHV DNA, WHsAg and anti-WHc at approximately 1 year post-infection. Absence of liver tumors in woodchucks with low GGT was confirmed by ultrasonography. Chronic WHV carrier woodchucks were assigned and stratified by gender, body weight, and by pretreatment serum markers (WHsAg and WHV DNA concentrations, serum GGT and SDH activities) into treatment and placebo groups (n = 12/group). The study design and sampling scheme are summarized in Fig 1.

### Pharmacokinetics (PK) of wIFN-α

The PK of wIFN-α was not measured due to the lack of a suitable analytical method. Although a wIFN-α ELISA has previously been described [27], it was discovered during method development that one of the antibodies likely recognized the 6xHis tag of the antigen used for immunization, which was not present in our preparation of wIFN-α. Despite extensive screening of available anti-human, anti-macaque, anti-mouse and anti-pig IFN-α antibodies (PBL, Piscataway, NJ), as well as additional anti-woodchuck IFN-α antibodies (Digna Biotech, Pamplona, Spain), none were identified that robustly detected wIFN-α in an ELISA format.

### WHV parameters

Serum WHV DNA was quantified by two different methods depending on concentration: dot blot hybridization or real time PCR assay on a 7500 Real Time PCR System instrument (Applied Biosystems, Foster City, CA) as described previously [47]. Serum WHsAg and anti-WHsAb were measured by WHV-specific enzyme immunoassays as described [48]. Liver WHV RNA was measured quantitatively by Northern blot hybridization as previously described [49]. Liver WHV DNA replicative intermediates (RI) and WHV cccDNA were quantitatively determined by Southern blot as previously described [50].

### Woodchuck transcriptome assembly

The revised woodchuck transcriptome assembly (version 2) consists of a previous assembly (version 1), generated with Roche-454 sequencing data [24], that was merged with newly assembled contiguous transcripts (contigs) from Illumina sequencing data of the 24 animals from the current study (n = 12 placebo, n = 12 wIFN-α treated). The main improvement of version 2 over version 1 is that the sequencing depths of the Illumina data is significantly higher than that of 454 and therefore resulted in a higher dynamic range and increased number of genes as compared to assembly version 1 (S2 Table). The assembly method of transcriptome version 2 consisted of three stages: 1) initial contig assembly, 2) contig annotation and 3) contig refinement. First, Illumina RNA-Seq paired-end reads from liver samples were assembled using Trinity [51] (release 2011-08-20). The obtained contigs were further refined and merged by applying the sequence assembly algorithm PHRAP [52]. As a result, the number of contigs was reduced by about 25% and the contig lengths were increased. Second, all contigs were subjected to an in-house developed gene annotation pipeline which performs sequence homology searches within reference transcript databases from other species. First, woodchuck contigs were mapped to transcripts from RefSeq reference database containing human, mouse, and rat transcripts using BLAST [53], with a 1.e-5 E-value cutoff. Matches with the highest BLAST scores were further pair-wise aligned by applying the Needleman-Wunsch algorithm [54] in order to obtain more accurate alignments and to calculate the sequence identities (i.e. number of identical nucleotides in percentage of alignment length) between RefSeq transcripts and woodchuck contigs. If the identity difference between the two best hits exceeded 25%, then the top gene was used for contig annotation. Only contigs that could be mapped to known mouse, rat or human genes were used for further data processing. Because the assembly often contained more than one contig per gene, a final sequence refinement was then performed to remove redundancies. Contigs annotated with identical genes were subjected to the CAP3 assembler [55], and as a result, the number of contigs was further reduced and the sequence lengths of numerous contigs were increased.

### RNA-Seq analysis

Sequencing libraries were created using Illumina’s TruSeq RNA sample preparation kit (San Diego, CA) according to manufacturer’s protocol. Total RNA was purified using oligo(dT) magnetic beads, fragmented, and reverse-transcribed using SuperScript II (Invitrogen, Inc., Carlsbad, CA) to synthesize first strand cDNA. After second strand synthesis, Illumina specific adapters containing unique barcodes were ligated to the ends of the double-stranded cDNA. Fragments containing adapters on both ends were then enriched and amplified with PCR, quantified with qPCR, and run on the Agilent Bioanalyzer DNA-1000 chip to estimate fragment size. Samples were then multiplexed and sequenced on the Illumina 2500. The data was demultiplexed using CASAVA and run through FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to assess sequencing data quality. Paired-end 50 nucleotide read data from mRNA-Seq were mapped against the revised woodchuck transcriptome with Bowtie2 [56] and prioritized for concordant paired alignments with unique hits. The resulting SAM/BAM files were processed with SAMtools [57] to yield count data that was normalized and processed by DESeq [58] for differential expression analysis and subsequent pattern recognition and pathway analysis. Multiple testing correction was performed using the method of Benjamini and Hochberg [59]. Principal component analysis was performed with Partek Genomics version 6.6beta (Partek, St. Louis, MO). Heatmaps of the expression data were generated by unsupervised hierarchical clustering of least square means expression values, after z-score normalization across samples. The enrichment of differential genes relative to the gene modules described previously [29] was calculated with R version 2.13.2 (http://www.r-project.org) using the humanized gene symbols for the woodchuck genes. Gene Set Enrichment Analysis (GSEA) was performed as previously described [60], with ranks determined by the multiplicative product of the fold-change and–log(FDR) values for each gene. Weighted gene coexpression network analysis (WGCNA) [61] was performed within the R statistics environment. Pathway analysis was performed using Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA).

### Quantitative RT-PCR

Total RNA was isolated using the RNeasy Mini Kit (Qiagen Inc., Redwood City, CA) with on-column DNase digestion using the RNase-Free DNase Set (Qiagen Inc., Redwood City, CA). Following reverse transcription into cDNA with the Transcriptor First Strand cDNA Synthesis Kit (Roche Applied Sciences, Indianapolis, IN), samples were analyzed by real time PCR on a 7500 Real Time PCR System instrument (Applied Biosystems, Inc., Foster City, CA) using EagleTaq Universal Master Mix (Roche Applied Sciences, Indianapolis, IN). Target gene expression was normalized to 18S rRNA expression. The primers and probes used in this study are displayed in S7 Table, or have previously been described [24,62–65]. Note that, although there was insufficient mRNA from biopsy samples to perform extensive qRT-PCR validation of gene expression, in contrast to microarray, RNA-Seq has high concordance with qRT-PCR data [28].

## Supporting Information

S1 Fig Dose-dependent pharmacodynamic response to wIFN-α in healthy adult male woodchucks. qRT-PCR data expressed as fold-change relative to pre-dose. Circles indicate the mean of each dose group (n = 3 animals), and the errors bars represent the standard error of the mean.
(TIF) Click here for additional data file.

S2 Fig Serum (a) WHsAg and (b) WHV DNA for individual wIFN-α and placebo group animals that survived until end-of-study. Top panel: placebo group (n = 9); bottom panel: wIFN-α group (n = 7). Note that seven animals (three in the placebo group, four in the wIFN-α group) died during the study and one animal in the wIFN-α group (M1004) was excluded from the analysis since it was likely naturally clearing WHV as the study began (see Table 1). Change from baseline was calculated relative to week -3 (pre-treatment baseline). Line color denotes response to wIFN-α treatment: red indicates responder (R, ≥1 log_10_ reduction in WHsAg at week 15 and week 23); green indicates partial responder (PR, ≥1 log_10_ reduction in WHsAg at week 15 but not week 23); blue indicates non-responder (NR, <1 log_10_ reduction in WHsAg at weeks 15 and 23). Note: the WHsAg level for animal M1002 was ≤ LLOD (20 ng/mL) at week 16, and for animal F1022 at weeks 12–23; the LLOD was used to estimate the WHsAg decline for these animals at these timepoints.
(TIF) Click here for additional data file.

S3 Fig Intrahepatic (a) WHV cccDNA, (b) WHV replicative intermediate (RI) DNA and (c) WHV RNA for wIFN-α and placebo animals. Left panels: circles indicate the mean of each group, and the errors bars represent the standard error of the mean. Data from all animals was included in the plots, with the exception of one animal (M1004) in the wIFN-α group (see Table 1). Right panels: plots of individual animals treated with wIFN-α that survived until end-of-study (n = 7). Line colors denote response to treatment (as measured by WHsAg) and are described in S2 Fig. Change from baseline was calculated relative to week -3 (pre-treatment baseline). Note that the data from animal M1002 at week 25 (end-of-study for this responder animal) was plotted instead at week 23 (end-of-study for most animals) for ease of data comparison.
(TIF) Click here for additional data file.

S4 Fig Serum WHsAg and liver histology score for individual wIFN-treated animals. The liver histology score was derived from the lobular sinusoidal hepatitis score combined with the mean of the portal hepatitis score (n = 1–5 portal tracts examined). A composite histology score of >0–2 indicates mild hepatitis, >2–4 indicates moderate hepatitis and >4 indicates marked to severe hepatitis. The treatment response group classifications (a-d) are described in Table 1. *Animals died prior to end-of-study. ND: not determined.
(TIF) Click here for additional data file.

S5 Fig Whole blood gene expression in relation to treatment response. qRT-PCR data expressed as fold-change relative to week 0 pre-dose (pre-treatment baseline). The bar height indicates the mean maximal fold-change during weeks 0–15 (at 6 hours post-dose) for the placebo (P) group and each wIFN-α treatment response group, and the error bars represent the standard error of the mean. The symbols immediately above the bars denote the level of statistical significance relative to the placebo group: *p<0.05; **p<0.01; ***p<0.001. The p-values above the horizontal lines indicate the level of statistical significance between the various response groups (defined in Table 1). Statistical significance was calculated with log-transformed values by one-way ANOVA with Tukey's multiple comparison correction.
(TIF) Click here for additional data file.

S6 Fig wIFN-α treatment transiently induced changes in the liver transcriptome of animals chronically infected with WHV. Principal component (PC) analysis of normalized liver gene expression data for animals at pre-treatment (baseline; week-3), during treatment (weeks 0–15, all 6 hours post-dose) and post-treatment (follow-up; weeks 17–25). Note that only a subset of animals were sampled at week 17 (n = 2, both placebo) and week 25 (n = 2, both wIFN-α) due to premature termination and extended follow-up, respectively. The two sets of samples that were substantially differentiated by this analysis (i.e. separated by first component, PC#1) are highlighted by the red and green ellipses, and are described by the text positioned above.
(PDF) Click here for additional data file.

S7 Fig Schematic description of the strategy for the identification of genes associated with response to wIFN-α treatment. Pairwise comparisons of low dose (20 μg; weeks 0 and 3) and high dose (100 μg; week 15) wIFN-α group relative to time-matched placebo controls. The dashed boxes at the top of the figure provide details of the samples (treatment group, wIFN-α dose, study week, number of animals) included in the DEG selection. The week 15 timepoint was selected for high dose wIFN-α due to its close proximity to the serum WHV DNA and WHsAg nadir (week 16). The name of each gene set is displayed below the Venn diagram. ^†^DEGs that were significantly modulated in either W0^IFN^ vs. W0^PBO^ or W3^IFN^ vs. W3^PBO^ were also excluded (n = 286 total). The transcriptional signatures for "Low & High Dose" (n = 775) and "High Dose" (n = 468) are described in Figs 8 and S8, respectively. No gene signatures were significantly enriched for "Low Dose" (n = 29). PBO: placebo, W: week, DEG: differentially expressed gene, FC: fold-change.
(PDF) Click here for additional data file.

S8 Fig Intrahepatic transcriptional signatures associated with both low dose and high dose wIFN-α treatment. Analysis of genes (n = 775) induced by both low dose (20 μg) and high dose (100 μg) wIFN-α (S7 Fig, “Low & High Dose”). Top panel: modular analysis of intrahepatic gene expression, as described in Fig 6. Only modules with enrichment greater than 10% at one or more time-point are displayed. Bottom panel: top canonical pathways identified by Ingenuity Pathway Analysis. Pathway enrichment was calculated with the Fisher’s exact test with multiple testing correction by the Benjamini and Hochberg method. The–log(*p*-value) for *p* = 0.05 and *p* = 0.01 significance levels are indicated.
(PDF) Click here for additional data file.

S9 Fig Characterization of intrahepatic transcriptional signature associated with response to wIFN-α treatment. Top canonical pathways identified by Ingenuity Pathway Analysis for (a) WGCNA module 1 (n = 187 genes), and (b) WGCNA module 2 (n = 379 genes) (see S5 Table) from baseline to week 15 for the treatment group relative to the placebo group. Pathway enrichment was calculated with the Fisher’s exact test with multiple testing correction by the Benjamini and Hochberg method. The–log(p-value) for p = 0.05 and p = 0.01 significance levels are indicated.
(TIF) Click here for additional data file.

S10 Fig Modular analysis of intrahepatic transcriptional signatures in individual animals receiving wIFN-α treatment. Animal numbers by response group: NR: M1012 (on left at each timepoint) and F1014 (on right at each timepoint); PR: M1003 (left) and F1018 (right); R: M1002 (left), F1013 (middle) and F1022 (right). Note that there was no week 19 sample for the responder group animal M1002. Spot intensity (red: over-expressed; blue: under-expressed) denotes the percentage of transcripts significantly changed in each module (M), as described in Fig 6. The functional interpretation of each module is displayed on the right. The percentage of changed transcripts was determined by the GSEA enrichment score (ES) between week 15 and baseline for each sample. Enrichment scores for gene modules passing the GSEA FDR threshold <0.05 were scaled for plotting. Only modules for which the leading edge genes were enriched (>10% of module genes, p<0.05 by Fisher’s exact test) are displayed. The horizontal bars together with the week (W) numerators indicate the study stage, as described in Fig 1.
(PDF) Click here for additional data file.

S11 Fig Intrahepatic expression of a subset of ISGs correlates with wIFN-α dose and treatment response. Unsupervised hierarchical clustering of genes from cluster 2 of Fig 7A. The colors immediately above the heatmap indicate animals that were non-responders (NR, n = 2), partial responders (PR, n = 2) or responders (R, n = 3) to wIFN-α treatment. Note that there was no week 19 sample for the responder group animal M1002 and the week 25 sample (end-of-study for this responder animal) was included at week 23 (end-of-study for most animals) for ease of data comparison. Heatmap columns represent samples from individual animals collected at the indicated times, and rows represent different genes (n = 35). Red and blue coloring of cells represents high and low expression levels (normalized count data), respectively, as indicated by the scale bar for log_2_ normalized values.
(PDF) Click here for additional data file.

S1 Table Histologic and antibody response to wIFN-α and placebo treatment. The liver histology score was derived from the lobular sinusoidal hepatitis score combined with the mean of the portal hepatitis score (n = 1–5 portal tracts examined). A composite histology score of >0–2 indicates mild hepatitis, >2–4 indicates moderate hepatitis and >4 indicates marked to severe hepatitis. Dashed line indicates no sample at week -3 (baseline). The LLOD for the anti-WHs assay was 100 StdU/mL. Values between 100–200 StdU/mL were considered trace; 200–300 very low; 300–500 low; 500–2,000 moderate; and greater than 2,000 were considered high (i.e. indicates potential seroconversion). Animals M1004 and F1022 had anti-WHs values >500 StdU/mL at weeks 5–25 and 13–23, respectively. The response group classifications are described in Table 1.
(DOCX) Click here for additional data file.

S2 Table Comparison of the original (version 1) and revised (version 2) woodchuck transcriptome assemblies. Contigs were mapped with BLAST and E-value cut-off of 1.e-10 to human, mouse and rat coding and non-coding RefSeq transcripts. The numbers in parentheses in the first column are the total number of genes or transcripts in the corresponding RefSeq databases as of November 2014. The version 1 transcriptome assembly is described in reference [24]. The version 2 transcriptome assembly is described in the Methods.
(DOCX) Click here for additional data file.

S3 Table Sources of annotated ISGs for characterization of the intrahepatic IFN response in woodchucks treated with wIFN-α. A total of 233 ISGs were compiled from these gene sets, of which 209 were present in version 2 of the woodchuck transcriptome. The intrahepatic expression of these ISGs in woodchucks treated with wIFN-α is displayed in Fig 7A.
(DOCX) Click here for additional data file.

S4 Table qRT-PCR quantitation of select intrahepatic ISGs. qRT-PCR data expressed as fold-change relative to week -3 (pre-treatment baseline). Week 0: sample collected 6 hours post-first dose of 20 μg wIFN-α or placebo. Week 7: sample collected 6 hours post-first dose of 100 μg wIFN-α or 23^rd^ dose of placebo. ND: not determined (animal died prior to biopsy time-point (see Table 1), insufficient sample available or mRNA quality not appropriate for analysis). Intrahepatic expression of these genes at week 0 and week 7 was not significantly different (Fig 7B). The response group classifications are described in Table 1.
(DOCX) Click here for additional data file.

S5 Table Correlation of different gene sets with WHsAg and WHV DNA. Gene sets (modules) were identified by unsupervised WGCNA analysis and are sorted by inverse correlation with WHsAg, i.e. module 1 has highest negative r value. Cell shaded grey if correlation (negative or positive) was statistically significant (*p*<0.05). WGCNA modules with >1000 genes were not included since the size precluded accurate determination of key gene signatures.
(DOCX) Click here for additional data file.

S6 Table qRT-PCR quantitation of select intrahepatic genes. qRT-PCR data expressed as fold-change relative to week -3 (pre-treatment baseline). Week 0: sample collected 6 hours post-first dose of 20 μg wIFN-α or placebo. Week 7: sample collected 6 hours post-first dose of 100 μg wIFN-α or 23^rd^ dose of placebo. Week 15: sample collected 6 hours post-last dose of 100 μg wIFN-α or 45^th^ dose of placebo. ND: not determined (animal died prior to biopsy time-point (see Table 1), insufficient sample available or mRNA quality not appropriate for analysis). The response group classifications are described in Table 1.
(DOCX) Click here for additional data file.

S7 Table Oligonucleotides used for qRT-PCR. F: forward primer; R: reverse primer; P: probe. Note the Hugo gene symbol for TRAIL is TNFSF10.
(DOCX) Click here for additional data file.

S8 Table List of genes in each of the gene sets described in S7 Fig. FC: fold-change. (a) Low dose only (n = 29). (b) Low and high dose (n = 775). (c) High dose only (n = 468).
(XLSX) Click here for additional data file.

# Supplementary material for: Intrahepatic Transcriptional Signature Associated with Response to Interferon-α Treatment in the Woodchuck Model of Chronic Hepatitis B
**Source:** PLoS Pathog. 2015 Sep 9;11(9):e1005103. doi: 10.1371/journal.ppat.1005103
**Supplement:** S10 Fig — Animal numbers by response group: NR: M1012 (on left at each timepoint) and F1014 (on right at each timepoint); PR: M1003 (left) and F1018 (right); R: M1002 (left), F1013 (middle) and F1022 (right). Note that there was no week 19 sample for the responder group animal M1002. Spot intensity (red: over-expressed; blue: under-expressed) denotes the percentage of transcripts significantly changed in each module (M), as described in Fig 6. The functional interpretation of each module is displayed on the right. The percentage of changed transcripts was determined by the GSEA enrichment score (ES) between week 15 and baseline for each sample. Enrichment scores for gene modules passing the GSEA FDR threshold <0.05 were scaled for plotting. Only modules for which the leading edge genes were enriched (>10% of module genes, p<0.05 by Fisher’s exact test) are displayed. The horizontal bars together with the week (W) numerators indicate the study stage, as described in Fig 1.

Non-responder (NR, n=2)

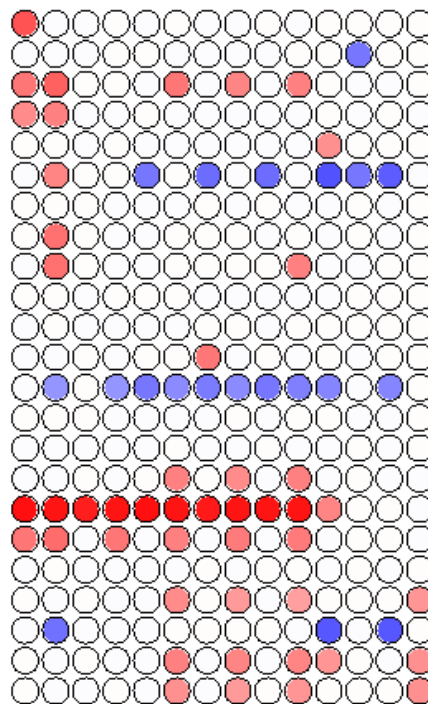

W0 W3 W7 W11 W15 W19 W23

Partial-responder (PR, n=2)

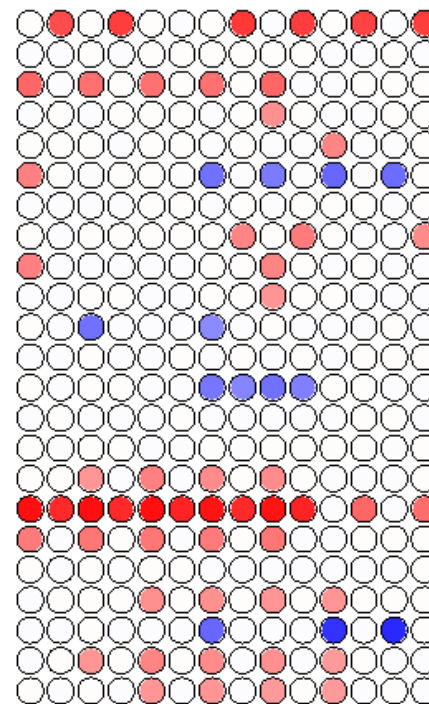

W0 W3 W7 W11 W15 W19 W23

Responder (R, n=3)

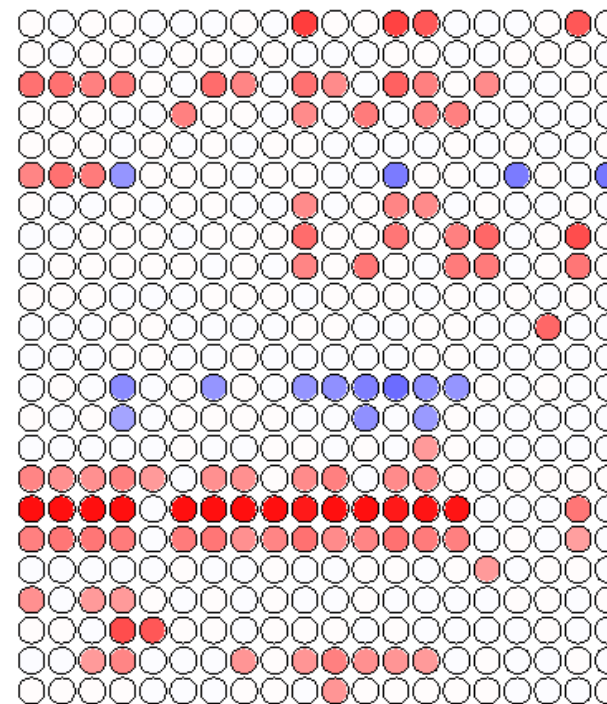

W0 W3 W7 W11 W15 W19 W23

Plasma cells (M1.1)  
B cells (M1.3)  
Undetermined (M1.4)  
Myeloid lineage (M1.5)  
Undetermined (M1.6)  
Ribosomal proteins (M1.7)  
Undetermined (M1.8)  
Cytotoxic cells (M2.1)  
Undetermined (M2.10)  
Undetermined (M2.11)  
Neutrophils (M2.2)  
Erythrocytes (M2.3)  
Ribosomal proteins (M2.4)  
Undetermined (M2.5)  
Myeloid lineage (M2.6)  
Undetermined (M2.9)  
Interferon (M3.1)  
Inflammation (M3.2)  
Inflammation (M3.3)  
Undetermined (M3.4)  
Undetermined (M3.5)  
Undetermined (M3.6)  
Undetermined (M3.9)

# Supplementary material for: Intrahepatic Transcriptional Signature Associated with Response to Interferon-α Treatment in the Woodchuck Model of Chronic Hepatitis B
**Source:** PLoS Pathog. 2015 Sep 9;11(9):e1005103. doi: 10.1371/journal.ppat.1005103
**Supplement:** S1 Table — The liver histology score was derived from the lobular sinusoidal hepatitis score combined with the mean of the portal hepatitis score (n = 1–5 portal tracts examined). A composite histology score of >0–2 indicates mild hepatitis, >2–4 indicates moderate hepatitis and >4 indicates marked to severe hepatitis. Dashed line indicates no sample at week -3 (baseline). The LLOD for the anti-WHs assay was 100 StdU/mL. Values between 100–200 StdU/mL were considered trace; 200–300 very low; 300–500 low; 500–2,000 moderate; and greater than 2,000 were considered high (i.e. indicates potential seroconversion). Animals M1004 and F1022 had anti-WHs values >500 StdU/mL at weeks 5–25 and 13–23, respectively. The response group classifications are described in Table 1.

| Treatment group | Woodchuck ID# | Response group | Liver histology score: baseline/max | Max anti-WHs (StdU/mL) |
| --- | --- | --- | --- | --- |
| wIFN-α | M1002 | R | –/5.0 | 100 |
|  | M1003 | PR | 1.0/3.7 | 100 |
|  | M1004 | N/A | 2.0/3.0 | 19,128 |
|  | M1006 | N/A | 0.0/0.4 | 100 |
|  | M1007 | N/A | 1.0/4.0 | 151 |
|  | M1012 | NR | 0.0/4.7 | 369 |
|  | F1013 | R | 0.0/3.0 | 100 |
|  | F1014 | NR | –/2.0 | 164 |
|  | F1018 | PR | –/1.0 | 275 |
|  | F1020 | N/A | 0.5/5.0 | 164 |
|  | F1022 | R | 1.0/1.0 | 8,711 |
|  | F1023 | N/A | 0.0/0.5 | 100 |
| Placebo | M1001 | N/A | 0.7/1.0 | 120 |
|  | M1005 | N/A | –/3.0 | 230 |
|  | M1008 | N/A | 0.5/3.4 | 124 |
|  | M1009 | N/A | –/3.0 | 147 |
|  | M1010 | N/A | 1/2.3 | 188 |
|  | M1011 | N/A | 1.0/2.0 | 100 |
|  | F1015 | N/A | 0.4/4.4 | 100 |
|  | F1016 | N/A | 0.0/0.2 | 101 |
|  | F1017 | N/A | 0.4/1.2 | 100 |
|  | F1019 | N/A | 0.5/1.0 | 100 |
|  | F1021 | N/A | 0.4/2.0 | 100 |
|  | F1024 | N/A | 1.0/1.3 | 120 |

**S1 Table. Histologic and antibody response to wIFN-α and placebo treatment.**

# Supplementary material for: Intrahepatic Transcriptional Signature Associated with Response to Interferon-α Treatment in the Woodchuck Model of Chronic Hepatitis B
**Source:** PLoS Pathog. 2015 Sep 9;11(9):e1005103. doi: 10.1371/journal.ppat.1005103
**Supplement:** S2 Table — Contigs were mapped with BLAST and E-value cut-off of 1.e-10 to human, mouse and rat coding and non-coding RefSeq transcripts. The numbers in parentheses in the first column are the total number of genes or transcripts in the corresponding RefSeq databases as of November 2014. The version 1 transcriptome assembly is described in reference [24]. The version 2 transcriptome assembly is described in the Methods.

**S2 Table. Comparison of the original (version 1) and revised (version 2) woodchuck transcriptome assemblies.**

| **Assembly Characteristics** | **Version 1** | **Version 2** |
| --- | --- | --- |
| Number of human genes (26,140) | 16,750 (64.1%) | 18,246 (69.8%) |
| Number of mouse genes (24,180) | 14,870 (61.5%) | 16,017 (66.2%) |
| Number of rat genes (17,215) | 12,221 (71.0%) | 12,954 (75.2%) |
| Unique human genes  (only in one assembly) | 694 | 2,190 |
| Unique mouse genes  (only in one assembly) | 690 | 1,837 |
| Unique rat genes  (only in one assembly) | 556 | 1,289 |
| Coverage of human transcriptome (48,627) | 35,212 (72.4%) | 37,809 (77.8%) |
| Coverage of mouse transcriptome (33,236) | 22,098 (66.5%) | 23,674 (71.2%) |
| Coverage of rat transcriptome (18,073) | 12,893 (71.3%) | 13,679 (75.7%) |
| Number of contigs  (including singletons) | 61,034 | 219,479 |
| Average contig length | 947 | 1,571 |

# Supplementary material for: Intrahepatic Transcriptional Signature Associated with Response to Interferon-α Treatment in the Woodchuck Model of Chronic Hepatitis B
**Source:** PLoS Pathog. 2015 Sep 9;11(9):e1005103. doi: 10.1371/journal.ppat.1005103
**Supplement:** S3 Table — A total of 233 ISGs were compiled from these gene sets, of which 209 were present in version 2 of the woodchuck transcriptome. The intrahepatic expression of these ISGs in woodchucks treated with wIFN-α is displayed in Fig 7A.

**S3 Table. Sources of annotated ISGs for characterization of the intrahepatic IFN response in woodchucks treated with wIFN-α.**

| **ISG Set Description** | **Reference** |
| --- | --- |
| IFN module (M3.1) | Chaussabel D, Quinn C, Shen J, Patel P, Glaser C, Baldwin N, et al. A modular analysis framework for blood genomics studies: application to systemic lupus erythematosus. Immunity 2008;29:150-164 |
| Type I ISG GSEA reactome  Type II ISG GSEA reactome  IFN signaling GSEA reactome | Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A 2005;102:15545-15550.  http://www.broadinstitute.org/gsea/index.jsp |
| Type I ISGs in human hepatocytes  Type II ISGs in human hepatocytes | He XS, Nanda S, Ji X, Calderon-Rodriguez GM, Greenberg HB, Liang TJ. Differential transcriptional responses to interferon-alpha and interferon-gamma in primary human hepatocytes. J Interferon Cytokine Res 2010;30:311-320. |
| IFN signaling pathway  PKR-IFN signaling pathway | Ingenuity Pathway Analysis canonical pathways  http://www.ingenuity.com/ |

# Supplementary material for: Intrahepatic Transcriptional Signature Associated with Response to Interferon-α Treatment in the Woodchuck Model of Chronic Hepatitis B
**Source:** PLoS Pathog. 2015 Sep 9;11(9):e1005103. doi: 10.1371/journal.ppat.1005103
**Supplement:** S4 Table — qRT-PCR data expressed as fold-change relative to week -3 (pre-treatment baseline). Week 0: sample collected 6 hours post-first dose of 20 μg wIFN-α or placebo. Week 7: sample collected 6 hours post-first dose of 100 μg wIFN-α or 23rd dose of placebo. ND: not determined (animal died prior to biopsy time-point (see Table 1), insufficient sample available or mRNA quality not appropriate for analysis). Intrahepatic expression of these genes at week 0 and week 7 was not significantly different (Fig 7B). The response group classifications are described in Table 1.

| Treatment group | Woodchuck ID# | Response group | Mx1 Expression | | ISG15 Expression | | IRF9 Expression | | OAS1 Expression | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | Week 0 | Week 7 | Week 0 | Week 7 | Week 0 | Week 7 | Week 0 | Week 7 |
| wIFN-5α | M1002 | R | 27.9 | 43.1 | 13.7 | 5.4 | 6.7 | 2.9 | 7.6 | 11.9 |
|  | M1003 | PR | ND | ND | ND | ND | ND | ND | ND | ND |
|  | M1004 | N/A | ND | ND | ND | ND | ND | ND | ND | ND |
|  | M1006 | N/A | ND | ND | ND | ND | ND | ND | ND | ND |
|  | M1007 | N/A | 21.6 | 38.5 | 13.7 | 8.3 | 3.8 | 14.3 | 6.8 | 13.9 |
|  | M1012 | NR | 43.1 | 30.7 | 7.3 | 10.6 | 12.6 | 7.3 | 0.8 | 1.3 |
|  | F1013 | R | 54.6 | 97.5 | 20.8 | 44.6 | 24.0 | 41.2 | 7.5 | 22.7 |
|  | F1014 | NR | ND | 266.0 | ND | 108.2 | ND | 56.1 | ND | 34.7 |
|  | F1018 | PR | ND | ND | ND | ND | ND | ND | ND | ND |
|  | F1020 | N/A | 29.6 | 35.1 | 4.3 | 3.4 | 5.1 | 5.2 | 2.7 | 4.1 |
|  | F1022 | R | 159.8 | 172.7 | 14.1 | 14.2 | 16.7 | 18.3 | 18.6 | 51.8 |
|  | F1023 | N/A | 62.5 | ND | 4.5 | ND | 16.9 | ND | 0.8 | ND |
| Placebo | M1001 | N/A | 6.3 | 16.0 | 2.1 | 5.1 | 3.8 | 4.8 | 2.8 | 3.5 |
|  | M1005 | N/A | 0.7 | 3.7 | 0.7 | 2.8 | 0.2 | 0.5 | 0.6 | 0.7 |
|  | M1008 | N/A | 4.2 | 0.7 | 8.7 | 2.2 | 3.2 | 1.3 | 6.0 | 0.8 |
|  | M1009 | N/A | 0.8 | 0.4 | 0.6 | 0.4 | 1.3 | 0.9 | 0.9 | 0.6 |
|  | M1010 | N/A | 1.3 | ND | 1.9 | ND | 1.7 | ND | 1.0 | ND |
|  | M1011 | N/A | 0.9 | 1.5 | 0.1 | 0.3 | 0.4 | 0.5 | 0.8 | 0.5 |
|  | F1015 | N/A | 0.4 | 0.6 | 1.1 | 0.4 | 2.6 | 0.4 | 0.6 | 0.8 |
|  | F1016 | N/A | 0.3 | 1.8 | 0.2 | 1.7 | 0.6 | 2.9 | 0.1 | 1.1 |
|  | F1017 | N/A | 1.2 | 1.6 | 0.5 | 0.9 | 0.7 | 2.1 | 0.6 | 0.7 |
|  | F1019 | N/A | 5.0 | 4.0 | 2.5 | 3.2 | 4.2 | 4.7 | 2.0 | 1.5 |
|  | F1021 | N/A | 1.7 | 18.9 | 2.4 | 7.6 | 1.7 | 2.8 | 4.2 | 9.4 |
|  | F1024 | N/A | 3.6 | 3.2 | 1.0 | 0.6 | 1.5 | 1.5 | 3.8 | 2.0 |

**S4 Table. qRT-PCR quantitation of select intrahepatic ISGs.**

# Supplementary material for: Intrahepatic Transcriptional Signature Associated with Response to Interferon-α Treatment in the Woodchuck Model of Chronic Hepatitis B
**Source:** PLoS Pathog. 2015 Sep 9;11(9):e1005103. doi: 10.1371/journal.ppat.1005103
**Supplement:** S5 Table — Gene sets (modules) were identified by unsupervised WGCNA analysis and are sorted by inverse correlation with WHsAg, i.e. module 1 has highest negative r value. Cell shaded grey if correlation (negative or positive) was statistically significant (p<0.05). WGCNA modules with >1000 genes were not included since the size precluded accurate determination of key gene signatures.

| **WGCNA**  **module** | **Number of genes** | **Correlation value (r)** | |
| --- | --- | --- | --- |
|  |  | **WHsAg** | **WHV DNA** |
| 1 | 187 | -0.49 | -0.55 |
| 2 | 379 | -0.40 | -0.45 |
| 3 | 499 | -0.39 | -0.40 |
| 4 | 177 | -0.39 | -0.49 |
| 5 | 229 | -0.20 | -0.19 |
| 6 | 513 | -0.13 | -0.16 |
| 7 | 58 | -0.04 | 0.02 |
| 8 | 779 | -0.02 | 0.02 |
| 9 | 141 | -0.01 | -0.01 |
| 10 | 315 | 0.08 | 0.09 |
| 11 | 352 | 0.17 | 0.17 |
| 12 | 747 | 0.23 | 0.25 |
| 13 | 128 | 0.32 | 0.38 |
| 14 | 262 | 0.43 | 0.54 |

**S5 Table. Correlation of different gene sets with WHsAg and WHV DNA.**

# Supplementary material for: Intrahepatic Transcriptional Signature Associated with Response to Interferon-α Treatment in the Woodchuck Model of Chronic Hepatitis B
**Source:** PLoS Pathog. 2015 Sep 9;11(9):e1005103. doi: 10.1371/journal.ppat.1005103
**Supplement:** S6 Table — qRT-PCR data expressed as fold-change relative to week -3 (pre-treatment baseline). Week 0: sample collected 6 hours post-first dose of 20 μg wIFN-α or placebo. Week 7: sample collected 6 hours post-first dose of 100 μg wIFN-α or 23rd dose of placebo. Week 15: sample collected 6 hours post-last dose of 100 μg wIFN-α or 45th dose of placebo. ND: not determined (animal died prior to biopsy time-point (see Table 1), insufficient sample available or mRNA quality not appropriate for analysis). The response group classifications are described in Table 1.

**S6 Table. qRT-PCR quantitation of select intrahepatic genes.**

| Treatment group | Woodchuck ID# | Response group | T-bet (TBX21) Expression | | | TRAIL (TNFSF10) Expression | | | CXCL9 Expression | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | Week 0 | Week 7 | Week 15 | Week 0 | Week 7 | Week 15 | Week 0 | Week 7 | Week 15 |
| wIFN-α | M1002 | R | 1.5 | 1.3 | 180.6 | 9.5 | 5.7 | 17.7 | 4.7 | 11.2 | 17.0 |
|  | M1003 | PR | ND | ND | ND | ND | ND | ND | ND | ND | ND |
|  | M1004 | N/A | ND | ND | ND | ND | ND | ND | ND | ND | ND |
|  | M1006 | N/A | ND | ND | ND | ND | ND | ND | ND | ND | ND |
|  | M1007 | N/A | 0.9 | 2.4 | ND | 3.0 | 5.4 | ND | 4.7 | 3.3 | ND |
|  | M1012 | NR | 0.2 | 0.0 | 0.0 | 2.0 | 2.0 | 0.4 | 7.1 | 2.3 | 1.7 |
|  | F1013 | R | 4.4 | 6.1 | 16.0 | 2.0 | 6.2 | 4.6 | 0.1 | 88.9 | 30.9 |
|  | F1014 | NR | ND | 0.0 | 0.2 | ND | 47.6 | 118.0 | ND | 1.1 | 2.0 |
|  | F1018 | PR | ND | ND | ND | ND | ND | ND | ND | ND | ND |
|  | F1020 | N/A | 1.0 | 3.9 | 0.9 | 6.0 | 0.3 | 3.2 | 21.1 | 0.0 | 11.9 |
|  | F1022 | R | 4.5 | 0.7 | 16.9 | 0.9 | 1.0 | 89.8 | 0.5 | 1.3 | 142.8 |
|  | F1023 | N/A | 1.5 | ND | ND | 10.4 | ND | ND | 14.4 | ND | ND |
| Placebo | M1001 | N/A | 1.1 | 0.7 | 0.5 | 5.3 | 4.1 | 0.6 | 9.9 | 3.7 | 1.0 |
|  | M1005 | N/A | 4.1 | 0.7 | 1.5 | 0.4 | 2.0 | 0.3 | 0.3 | 4.0 | 22.7 |
|  | M1008 | N/A | ND | ND | ND | ND | ND | ND | ND | ND | ND |
|  | M1009 | N/A | 4.3 | 2.5 | ND | 1.2 | 0.3 | ND | 1.0 | 0.7 | ND |
|  | M1010 | N/A | 0.2 | ND | 0.2 | 0.1 | ND | 0.3 | 0.1 | ND | 1.1 |
|  | M1011 | N/A | 20.0 | 7.6 | 9.4 | 9.1 | 6.0 | 5.0 | 4.3 | 12.8 | 14.1 |
|  | F1015 | N/A | 15.7 | 2.6 | 5.9 | 0.6 | 1.0 | 0.4 | 7.2 | 29.3 | 8.1 |
|  | F1016 | N/A | 0.2 | 1.3 | 0.3 | 0.6 | 12.8 | 9.5 | 1.7 | 15.3 | 4.2 |
|  | F1017 | N/A | 0.6 | 1.2 | 0.0 | 0.5 | 1.6 | 0.5 | 0.7 | 2.0 | 0.3 |
|  | F1019 | N/A | 0.4 | 0.3 | 0.5 | 8.2 | 0.8 | 4.3 | 0.1 | 0.0 | 0.0 |
|  | F1021 | N/A | 0.3 | 0.3 | 0.1 | 8.2 | 66.2 | 7.6 | 0.9 | 11.2 | 0.0 |
|  | F1024 | N/A | 1.6 | 0.3 | ND | 2.2 | 1.3 | ND | 1.5 | 0.9 | ND |

# Supplementary material for: Intrahepatic Transcriptional Signature Associated with Response to Interferon-α Treatment in the Woodchuck Model of Chronic Hepatitis B
**Source:** PLoS Pathog. 2015 Sep 9;11(9):e1005103. doi: 10.1371/journal.ppat.1005103
**Supplement:** S7 Table — F: forward primer; R: reverse primer; P: probe. Note the Hugo gene symbol for TRAIL is TNFSF10.

| Gene | Primers and Probe | Sequence |
| --- | --- | --- |
| IRF9 | F | 5’-CCCAGACTGACCGTGTATAAAG-3’ |
|  | R | 5’-AGCCACTCTCCAAACAGAAC-3’ |
|  | P | 5’-AACAATGGCTGTAGTTCCTCAGAGGG-3’ |
| ISG15 | F | 5’-AAGCACCAACAGCCTCTAC-3’ |
|  | R | 5’-GTTCTCGGCACTCTTCTGTT-3’ |
|  | P | 5’-ATGGAGCTGGAACAGCCAGCTTA-3’ |
| TRAIL | F | 5’-GCTGATGAAAAGTGCCAGAAAT-3’ |
|  | R | 5’-TTCGGTCATTTTCCTTAAGTTCA-3’ |
|  | P | 5’-TTGTTGGTCCAAAGATTCTGAA-3’ |

**S7 Table.** **Oligonucleotides used for qRT-PCR.**

How the deposited data were processed for this re-analysis (not part of the article)

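Liver biopsies of woodchucks chronically infected with WHV were taken at weeks -3, 0, 3, 7, 11, 15, 19 and 23 from 12 placebo animals and 11 wIFN-α animals other than M1004. The authors made poly(A) RNA libraries, sequenced paired-end reads of 50 nucleotides, mapped them with Bowtie2 to their woodchuck transcriptome assembly with priority for concordant pairs with unique hits, and counted reads with SAMtools. The deposited values of each run are expected counts per gene, as the authors' counting left them, without normalization, and 118 of 3368022 nonzero entries are fractions. The authors also deposited RPKM values, which by their ratio to the counts are reads per kilobase of each gene and per unit of library size, and these were used only to check the unit. Genes without reads are not listed in a run and were taken as 0, and no column of values was left without its sample. The virus entry was handled like a gene, so that it is part of library sizes, normalization, gene tests and principal components. At week 15 its median share of reads was 0.566% in wIFN-α animals and 2.23% in placebo animals.

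The 203 runs were summed to 164 biopsies and rounded to whole numbers. Of these, 149 were used for the main comparisons, 7 belonged to M1004, and 8 were taken at other weeks. At week 23 the 6 wIFN-α animals were F1013, F1014, F1018, F1022, M1003 and M1012, where the paper's tables count 5 without naming them. In the biopsies used, 12266787 to 85868999 reads lay on genes or the virus. Runs of the same library in other lanes differed by a median chi-square per degree of freedom of 1.74 (34 pairs), runs of 1 biopsy with another barcode by 4.33 (6 pairs), and biopsies of other animals of the same group and week by 122.0 (36 pairs). The 2 runs of placebo animal M1008 at week 15 carry the same barcode and differed by 138.1, where no other such pair differed by more than 2.54. At week 15, 3378 genes were called with these runs summed, 3263 with the deepest run of each biopsy and 3420 without M1008.

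Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, its filter on low counts, the quasi-likelihood test and Benjamini-Hochberg adjustment. Standard errors of log2 fold changes follow from the effect and its F statistic. A gene was called at an adjusted p under 0.05 and a fold change above 1.5, and in tests of a difference between effects at an adjusted p under 0.05. Each week had its own fit of the 2 groups. The effect of dose was tested as the effect at week 15 minus the mean effect at weeks 0 and 3 in 1 fit, the effect of sex as its interaction with treatment at week 15, and the response as 5 responders and partial responders against 2 non-responders of Table 1 at week 15. Gene sets followed the rule of S7 Fig. The alternatives used DESeq2 1.42.0 and limma 3.58.1, RLE normalization, no filter, the deepest run of each biopsy, M1004 included, sex as a covariate, a fold change above 2, a fit of all weeks, the animal as a replicate block, a single low dose week, a pseudocount of 0.1 CPM, standardized genes, and single animals left out in turn. In the gene tests, placebo animals were left out only at weeks 15 and 19 and in the sex test. The other tests left out wIFN-α animals only, the dose test only those with a week 15 biopsy, and the response test only responders and partial responders. Samples of the same animal at different weeks carry the same animal number in the labels. Over 14806 genes their deviations from the group means had a median correlation of 0.359 (55 pairs, 39 of them above 0.1), against -0.023 between other animals (564 pairs).

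Named genes were those of Tables 2 and 3, those the paper names otherwise, the 5 highest and 5 lowest log2 fold changes at week 15 and the 5 largest positive and negative differences between doses, among called genes with a mean of at least 1 CPM. IFNG and APOBEC3A were too low for the filter and were compared as log2(CPM + 1). Lists of type I ISG, IFN-γ inducible, T cell, cytotoxic, B and plasma cell, myeloid, neutrophil, erythrocyte, hepatocyte and proliferation genes were written from general knowledge before the data were examined, and skeletal muscle and skin lists were added afterwards. No gene is in more than 1 list. In placebo livers, a median of at least 1 CPM was reached by 48 of 51 type I ISG, 21 of 23 IFN-γ, 12 of 20 T cell, 6 of 20 cytotoxic, 7 of 12 B and plasma cell, 9 of 10 myeloid, 6 of 8 neutrophil, 6 of 9 erythrocyte, 12 of 12 hepatocyte, 12 of 12 proliferation, 16 of 20 skeletal muscle and 7 of 22 skin genes. The study's gene sets, chosen from these biopsies, hold 1 B and plasma cell, 2 myeloid, 1 neutrophil and 5 proliferation genes and none of the erythrocyte, hepatocyte, skeletal muscle and skin genes.

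Scores and principal components were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 and drawn with matplotlib 3.10.9. Permutation tests were two-sided and exact where a group had fewer than 10 animals, and otherwise used 100000 resamples. The gene tests were tested on simulated data in which 200 genes were changed. With the groups of week 15, edgeR recovered 194 of them with 6 other genes called, and DESeq2 197 with 22. The median error of the log2 fold change was 0.086. Of 200 genes, 167 were recovered in the dose test, 163 with the animal as a block, 126 in the sex test and 114 in the response test. The simulated biopsies of an animal were drawn independently, so that the simulation cannot show what the block does in these data. The changed genes were drawn from genes with higher counts, and the recovery does not carry over to genes with low counts. Serum, blood and qRT-PCR measurements, WGCNA, module and pathway analyses were not used here, except that declines of Table 1 were related to scores.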

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

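The tests of low depth, other tissue, time on treatment, F1020 and hepatocyte content of the virus result were chosen only after the result was seen. Of 96 groups of 4 to 10 biopsies, 9 held a biopsy far from the others, where 4.8 are expected by chance.

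The type I ISG score of F1013 at week 3 lay far below the other wIFN-α animals, with a gap of 0.858 of the range of the group, and so did its IFN-γ score (0.643). Over genes that differ between animals, the biopsy was closest to F1013 itself (r = 0.71), which argues against a sample of another animal. Its reads (27712840) and its hepatocyte score of 12.819 lay within the range of the other wIFN-α biopsies of the week, which argues against low depth or other tissue. Its highest correlation with an off-treatment biopsy of F1013 was 0.744, at week -3, and a sample of another week of the same animal cannot be told apart from a missed or ineffective dose, since both leave the expression of an untreated liver of that animal.

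In placebo animals, M1005 had a far higher type I ISG score than the others at week 23 (gap 0.525). At week 15, F1020 stood apart in IDO1 (0.641), and M1012 and placebo animal M1011 in NCAM1 (0.662 and 0.627). The log2 share of virus reads was far lower in M1002 at week 11 (0.697) and in F1022 at weeks 19 and 23 (0.759 and 0.854). No technical or biological explanation was tested for the biopsies of M1005, F1020, M1012 and M1011. M1002 and F1022 are part of the relation between the declines in virus share and in liver WHV RNA given below (r = 0.945), with declines of 60 and 56 in Table 1, and their hepatocyte scores in these biopsies were 12.079, 12.276 and 12.255. What set these biopsies apart from the others of their week was not tested further.

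The effect at week 15 differed from that at weeks 0 and 3 for 417 genes. Among the named genes it was larger for PDCD1 (2.766), PLA2G2A (3.57), APOBEC3H (1.603), FOXP3 (1.273), CD8A (1.142) and FASLG (1.059), with adjusted p of 7.82e-04, 0.00334, 0.0207, 0.0265, 0.0269 and 0.0280. Only 1 of 60 splits of the animals into arms, the real one, gave as many genes, and 431 genes were called without the week 3 biopsy of F1013, which argues against both as the cause. At week 7, after the first 100 μg dose, the median log2 fold change of the 334 genes with a larger effect was 0.321, against -0.20 and 0.28 at weeks 0 and 3 and 1.16 and 1.36 at weeks 11 and 15. A cause in the time on treatment may therefore account for part of the difference. The design gives each animal the high dose after the low dose, and an effect of the higher dose that needs weeks to build up would look alike.

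From weeks 0 and 3 to week 15, the change in score was higher in wIFN-α than in placebo animals for the IFN-γ (1.075), T cell (0.563), cytotoxic (0.32), B and plasma cell (0.484), myeloid (0.337), neutrophil (0.522) and proliferation lists (1.339). The placebo means fell for each of these lists, and the neutrophil score rose in only 3 of 8 wIFN-α animals. Without F1020 the T cell score at week 15 still differed from placebo by 0.517, which argues against that animal as the whole cause. The T cell score rose above the myeloid score by 0.416 at week 15 (exact permutation p = 0.0110, adjusted p = 0.0622 over 6 comparisons), so that a rise of all infiltrating cells over hepatocytes cannot be told apart from a rise of T cells in particular with these group sizes. The myeloid call was lost with a pseudocount of 0.1 CPM (adjusted p = 0.0801) and without F1013 (0.0628), and the neutrophil call without F1013 (0.0558), with adjusted p from 0.0221 to 0.0558 for the neutrophil and from 0.0278 to 0.0801 for the myeloid list. The paper reports no score of proliferation genes, which here differed from placebo by 1.355 at week 15, and was higher than every placebo animal in 6 of 8 wIFN-α animals. No technical explanation was tested for them.

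Reads of the virus are listed in the files, and the paper measures liver WHV RNA by other means. The share of virus reads differed between wIFN-α and placebo animals by -2.84 on the log2 scale at week 15 (exact permutation p = 0.00309, adjusted p = 0.0247 over 8 weeks), with medians of 0.566% and 2.23% and 5 of 8 wIFN-α animals below every placebo animal. The hepatocyte score differed by 0.134 in the other direction, which argues against fewer hepatocytes. The decline in virus share followed the decline in liver WHV RNA of Table 1 in wIFN-α animals (r = 0.945, n = 9, exact permutation p = 4.46e-04, and rho = 0.946, p = 4.19e-04). Without F1020 and M1002 r was 0.942 (n = 7, exact permutation p = 0.00476). In placebo animals r was 0.143 (n = 12, permutation p = 0.587) with week -3 as the baseline of F1016, and 0.356 without F1024 and M1001 (n = 10, permutation p = 0.380). With week 0 as its baseline, as for F1018 in the wIFN-α arm, r was 0.005 (permutation p = 0.989), and -0.16 without the same 2 animals (permutation p = 0.669). The paper reports lower liver WHV RNA under high dose wIFN-α from a separate assay. For the share of reads, an antiviral effect is kept as a hypothesis, since the tests of it were made on the data in which it was seen, apart from the relation to the declines of Table 1.

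TMPRSS2, which the paper does not discuss, had the highest log2 fold change at week 15 of the called genes with a mean of at least 1 CPM apart from MX2 (7.388, standard error 0.49, adjusted p = 9.76e-10). No technical explanation was tested for it.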

How the results depend on the processing

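Of 2839 values of 184 results under alternatives, 2692 kept their direction and their side of the threshold, or stayed within the spread or within 1.5 times for counts. The alternatives with the skeletal muscle score as a covariate, without the 2 week -3 biopsies, without the week 3 biopsy of F1013, and with single animals left out of the dose, sex, response and list tests were chosen after seeing the data, as was the comparison of list changes between doses, and the rest were set before the data were examined. The cause was not tested for any change below unless the alternative itself removes genes or animals.

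A fold change above 2, which calls fewer genes by construction, gave 1269, 790, 1466, 1534 and 1691 genes at weeks 0, 3, 7, 11 and 15, and sets of 4, 498 and 250 genes for low dose only, both doses and high dose only. A fit of all weeks called 9 genes at week -3 and 243 at week 23 and gave 55 low dose genes. DESeq2 called 89 genes at week 19, 54 at week 23, 19 for sex and 101 for response, and limma-voom with the animal as a random replicate block called 251 at week 23. The muscle covariate gave 18 low dose genes, and sex as a covariate gave 8 genes for response.

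In the dose test, the animal as a replicate block called 2062 genes and week 3 alone as the low dose 146. The fits that each left out 1 wIFN-α animal with a week 15 biopsy called from 247 (without F1020) to 636 (without M1012), with 262 without M1002. In limma-voom with that random block, APOBEC3D, KRT1, FLG2 and SFN were not called at week 15. The 2062 held 412 of the 417 genes of the dose test. Among the named genes fitted again with the block, it also called CD3D, KLRK1, TBX21, CXCL9, CD274, FCGR3A, OAS1, SOCS1 and TGFB1 and lost ENTPD5. The T cell score at week 11 was 0.73 with a pseudocount of 0.1 CPM and passed no longer. The difference in type I ISG change between doses ran from 0.20 (without F1013) to 0.46 (without F1020, where it passed). The response difference in type I ISG score at week -3 ran from -0.47 (without M1002) to 0.0035 (without F1018) over the fits that each left out 1 R or PR animal and was -0.51 with standardized genes, and as a change from week -3 it was 0.20 at week 7 and 0.18 at week 15. With standardized genes r of the type I ISG score and the decline in WHsAg was 0.0693, and with a pseudocount of 0.1 CPM that of the cytotoxic score was -0.0143. Without the 2 week -3 biopsies the treatment difference lay mainly on the first component (3.04 SD), with 1.37 SD on the second.

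The hepatocyte difference turned to -0.0049 at week 0 with M1004, and at week 11 -0.0083 with RLE, -0.0029 with the deepest runs and -0.0288 with M1004. The erythrocyte difference at week 15 was 0.0493 with M1004 and 0.0088 at the highest without 1 animal (lowest -0.20), and the hepatocyte change between doses ran from -0.0048 to 0.0787. Without placebo animal F1021, KRT1 and FLG2 turned to 0.51 and 0.28 (lowest -7.80 and -4.26 without others), and without placebo animal M1011 NCAM1 turned to 0.22 (lowest -2.37). In the dose test, signs turned for IRF9 (-0.10) and SOCS1 (-0.0339) with week 0 alone as the low dose, KLRC1 (-0.0391) and SOCS3 (0.0322) with week 3 alone, KLRC1 without F1022 (-0.10) and NCAM1 with the block (0.64), none of them called. Among named genes and other lists, 17 further values became stronger and 35 weaker under alternatives that kept all animals, and 5 and 43 under those that left 1 out. IFNG and APOBEC3A, with medians of 4 and 1 counts, are limited by depth.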

Differences from the paper's values

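Of 184 fold changes in Tables 2 and 3, 14 differ from those found here, and the median absolute difference over all was 0.087 on the log2 scale. Among the 14, APOBEC3H, CD8A and CD274 at week 19 and PRF1 at week -3 differ in sign only. Their gaps are smaller than the standard error of the log2 fold change found here, so they are no clear disagreement. Values below 1 are written as negative fold changes as in the paper. At week -3, the paper gives 2.67 for USP18, 1.04 for SOCS1 and 1.49 for SOCS3, against -1.587, -1.089 and 1.032 here, and none of the alternatives set before the data were examined closed these gaps. For IDO1 at week -3 the paper gives 1.28 against -1.306, which limma-voom with the animal as a block brought within the error. No placebo animal was left out at week -3. For CD274 at week -3 the paper gives 1.32 against 1.032, closed among the alternatives run only by leaving out any of 10 wIFN-α animals (M1002, M1003, M1006, M1007, M1012, F1013, F1014, F1020, F1022 and F1023). For PRF1 at week -3 the paper gives 1.06 against -1.037, closed among the alternatives run only without M1007, F1013, F1014, F1018 or F1022.

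For PRF1 at week 7 the paper gives 2.74 against 2.162, closed with M1004 and with a fit of all weeks. For NCAM1 at week 11 the paper gives 1.57 against -1.063, closed with M1004 and without M1002, F1013, F1014, F1020 or F1022. At week 19, the paper gives 1.23 for APOBEC3H against -1.039, closed with the deepest runs, with M1004, with sex as a covariate and without F1014, F1022 or placebo animal M1008. It gives -1.11 for CD8A against 1.059, closed only without F1013 or placebo animal M1005, and -1.09 for CD274 against 1.012, closed with M1004 and without F1013 or placebo animals M1011, F1016 or F1019. At week 23, the paper gives -2.18 for KLRK1, -2.31 for FASLG and -4.01 for KLRC1 against -1.357, -1.477 and -1.866. Among the alternatives run, which left out no placebo animal at this week, only leaving out F1013 closed these gaps. The other alternatives set before the data were examined closed none of the gaps.

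The paper states that APOBEC3H rose significantly at end of treatment only, where it was also called at week 11 here (log2 fold change 1.23). TBX21, which the paper lists among high dose genes, was also called at week 0 (log2 fold change 0.72). PRF1, which the paper states was also induced by low dose, was called at week 3 and not at week 0 (0.77) except without F1023. PLA2G2A and PRF1 at week 11 and FASLG at week 3, which the paper gives as close to significance, were called (2.92, 2.28 and 0.82). The paper gives PLA2G2A and CXCL9 as the most induced high dose genes, where LOC100131096, untested at weeks 0 and 3, lay above them at week 15 (4.13). The paper states that APOBEC3A was not available in its assembly, and it is listed in the files. IFNG was called at week 15 with no filter on low counts (log2 fold change 3.51). The separation of treated biopsies lay on the second component here.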

Other observations

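The tests of skeletal muscle, depth, skin, adapters, treatment of ENTPD5, the 2 runs of M1008, the shared shift on the third component, the 2 week -3 biopsies and the F1013 biopsy for the week 3 count were chosen only after the result was seen.

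The week -3 biopsies of F1018 and F1016 had hepatocyte scores of 4.29 and 4.92 (others 11.4 to 13.2) and 0.0034% and 0.0086% virus reads. The lower of the 2 had 15.06% of its reads on skeletal muscle genes (highest of the 147 others 12.25%), and the T cell and B and plasma cell scores were below those of the other week -3 biopsies, while the erythrocyte score was within their range in F1018 (2.454) and above it in F1016 (5.693). The F1018 biopsy had 26587552 reads, within the range of the others at week -3 (22610207 to 67097426), and the F1016 biopsy had 21734743, slightly under it, which argues against low depth as the cause in F1018 and leaves far too small a deficit in F1016. Skeletal muscle RNA may be the source. The F1018 biopsy correlated with its own animal at 0.157 over genes chosen in liver, and a sample of another animal cannot be told apart where the tissue differs. No biological explanation was tested. Without both biopsies 0 genes were called at week -3 (309 with an unadjusted p under 0.05), so they do not account for the lack of calls.

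KRT1, FLG2 and SFN were among the 5 lowest genes at week 15, with RASGEF1C (-3.67, standard error 0.57) and ADAMTS14 (-3.35, standard error 0.59). Skin RNA in the biopsy of placebo animal F1021 may explain the first 3, since its score over the other skin genes was 5.458 against 1.143 to 1.534 in the other week 15 biopsies, and without it KRT1, FLG2 and SFN had log2 fold changes of 0.51, 0.28 and -0.52 and were not called. Scores above that of F1021 occurred in 5 biopsies of other weeks, up to 7.193 in M1012 at week 3.

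ENTPD5 and SMEK2 counts followed the library index, which held 0.7115 of the variance of ENTPD5 within arm and week, against a median of 0.0612 over genes. Between runs of 1 biopsy with other indexes, ENTPD5 differed at a median percentile of 99.985 among genes (6 pairs), against 72.3 for runs with the same index (34 pairs). There were exceptions on both sides. The runs of M1008 at week 0 with other indexes differed in ENTPD5 by only 0.069 on the log2 scale (percentile 57.6), and its 2 runs at week 15 with the same index differed by 5.016 (percentile 99.993). Adapter reads counted on these genes, in amounts that differ between runs, are a candidate cause. ENTPD5 was called higher at week 11 (1.48) and lower at week 15 (-1.9209) in wIFN-α animals, and an effect of treatment on it cannot be told apart from that of the index, since most biopsies have only 1 index.

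The 2 runs of placebo animal M1008 at week 15 differed by a chi-square per degree of freedom of 138.1. Over genes that differ between animals, both were closest to M1008 (r = 0.909 and 0.827, next animal 0.427 and 0.396), which argues against a run of another animal. Without ENTPD5 and SMEK2 the 2 runs still differed by 62.905 (at most 2.507 in the other pairs with the same barcode), which argues against these 2 genes as the whole cause. On this measure a run of another biopsy lay nearer to at least 1 of the 2 runs, at 32.81. That is still far above 2.507, which argues against a run of another biopsy in the files. The cause of the rest remains open.

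On the third component the placebo biopsies of weeks 7 to 15 lay 2.277 SD from those of weeks 0 and 3, in the direction of the high dose biopsies, which suggests a change over the weeks shared by both arms.

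With the real split of the animals counted, as many called genes as in the real split came from 100 of 100 splits at weeks -3, 19 and 23, where the real count was 0, and from 1 of 100, the real one, at weeks 0, 3, 7, 11 and 15, where the other splits gave at most 797, 742, 1236, 1 and 118 genes. For the low dose, both doses and high dose sets this held in 2, 1 and 1 of 50 splits, the real one included. For a sex difference in the week 15 effect, edgeR called 0 genes (672 had an unadjusted p under 0.05) and DESeq2 called 19. A real count of 0 is reached by every split, so the splits decide nothing for sex or for weeks -3, 19 and 23.

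Fewer genes were called at week 3 than at weeks 0 and 7. With the skeletal muscle score as a covariate 1516 were called, and without F1013 1907, neither more than 1.5 times the 1621, which argues against both as the whole cause.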
